# MASM, a Matrine Derivative, Offers Radioprotection by Modulating Lethal Total-Body Irradiation-Induced Multiple Signaling Pathways in Wistar Rats

**DOI:** 10.3390/molecules21050649

**Published:** 2016-05-17

**Authors:** Jianzhong Li, Jing Xu, Yiming Lu, Lei Qiu, Weiheng Xu, Bin Lu, Zhenlin Hu, Zhiyong Chu, Yifeng Chai, Junping Zhang

**Keywords:** MASM, radiation lethality, total-body irradiation, radioprotection, gene expression, MAPK pathways

## Abstract

Matrine is an alkaloid extracted from *Sophora flavescens* Ait and has many biological activities, such as anti-inflammatory, antitumor, anti-fibrosis, and immunosuppressive properties. In our previous studies, the matrine derivative MASM was synthesized and exhibited potent inhibitory activity against liver fibrosis. In this study, we mainly investigated its protection against lethal total-body irradiation (TBI) in rats. Administration of MASM reduced the radiation sickness characteristics and increased the 30-day survival of rats before or after lethal TBI. Ultrastructural observation illustrated that pretreatment of rats with MASM significantly attenuated the TBI-induced morphological changes in the different organs of irradiated rats. Gene expression profiles revealed that pretreatment with MASM had a dramatic effect on gene expression changes caused by TBI. Pretreatment with MASM prevented differential expression of 53% (765 genes) of 1445 differentially expressed genes induced by TBI. Pathway enrichment analysis indicated that these genes were mainly involved in a total of 21 pathways, such as metabolic pathways, pathways in cancer, and mitogen-activated protein kinase (MAPK) pathways. Our data indicated that pretreatment of rats with MASM modulated these pathways induced by TBI, suggesting that the pretreatment with MASM might provide the protective effects on lethal TBI mainly or partially through the modulation of these pathways, such as multiple MAPK pathways. Therefore, MASM has the potential to be used as an effective therapeutic or radioprotective agent to minimize irradiation damages and in combination with radiotherapy to improve the efficacy of cancer therapy.

## 1. Introduction

Radiation source is a kind of physical stress that humans risk in nuclear pollution, space flight and radiation therapy for cancer events [1,2,3]. Radiation exposure increases the oxidative pressure and induces further damages such as DNA lesions, cell death, cancer and other diseases. Radioprotective agents are administered either before or after radiation exposure to minimize radiation toxicity. Several compounds have been reported to offer potential for radiation protection, but most of them are not suitable for clinical application due to their toxicity and poor specificity [4,5,6]. This warrants development of suitable radioprotective agents with minimum toxicity that can be used under occupational as well as clinical conditions.

Matrine (molecular formula: C_15_H_24_N_2_O) is an alkaloid found in the herb root of a traditional Chinese medicine, *Sophora flavescens* Ait [7,8]. It has a variety of pharmacological effects and has been wildly used in clinical practice in China for the treatment of viral hepatitis, liver fibrosis, heart arrhythmia and skin inflammation without any obvious side effects [7,8,9,10,11,12,13]. In addition, many studies have shown that matrine possesses strong antitumor activities *in vitro* and *in vivo* [8,14]. Matrine and its compounds also have been extensively used alone or in combination with chemotherapy or radiotherapy for many years in China [14]. Clinical studies have shown that matrine and its compounds attenuate the side effects of chemotherapy and radiotherapy by improving the life quality and regulating the immunologic function of patients with cancer, as well as synergizing the therapeutic effects of chemotherapy and radiotherapy [14,15,16,17,18]. In our previous studies, the matrine derivative MASM ((6a*S*,10*S*,11a*R*,11b*R*,11c*S*)-10-methylamino-dodecahydro-3a,7a-diazabenzo(de)anthracene-8-thione) was synthesized via classical Michael addition and exhibited potent antiinflammatory and inhibitory activity against liver fibrosis *in vitro* and *in vivo* associated with the reduction of Akt phosphorylation [19,20]. In this study, we mainly investigate its protection against lethal TBI in Wistar rats.

## 2. Results and Discussion

### 2.1. Effect of MASM on 30 Day Survival

The radiation control group exhibited typical signs of radiation sickness such as reduced intake of food and water, irritability, lethargy, weight loss, ruffling of hair, diarrhea, emaciation and epilation with median survival of only 8 days and 100% mortality within 10 days (Figure 1A). MASM (30 mg/kg) alone did not induce any noticeable sign of toxicity within 30 days. On the other hand, rats that were administered with different graded concentrations of MASM once a day for three consecutive days prior to the exposure of lethal TBI (6 Gy) had reduced signs of radiation sickness and improved survival rates. Different concentrations of MASM were found to offer same protection to rats against radiation induced toxic effects by increasing the median survival period to 11 days. Pre-administration of 3, 10 and 30 mg/kg MASM reduced the radiation sickness characteristics, while increasing the 30-day survival of the irradiated rats by 9%, 9% and 18% respectively (Figure 1A). The log rank test indicated that the survival curves were significantly different (** *p* < 0.01). However, when rats were exposed to a lethal dose of 7 Gy TBI, 3 mg/kg and 10 mg/kg MASM failed to show increase 30-day survival (Figure 1B). In additional, the log rank test indicated that the survival curves were non-significantly different.

Encouraged by the above results, the therapeutic ability of MASM was also evaluated by administering it 30 min after exposure to a lethal dose (6 Gy) of TBI. Rats that were administered with different concentrations of MASM once each day for three consecutive days after TBI had reduced signs of radiation sickness and increased median survival (Figure 1C). Administration of MASM 10 mg/kg and 30 mg/kg increased the 30 day-survival of the irradiated mice by 9% and 18% respectively, confirming its therapeutic ability (Figure 1C). The log rank test indicated that the survival curves were significantly different (** *p* < 0.01).

### 2.2. Effect of MASM on Radiation-Induced Tissues Injury Using Transmission Electron Microscopy

To observe the possible protective effect of MASM on radiation-induced tissues injury in rats, transmission electron microscopy was performed. Rats (*n* = 10 rats/group) received 30 mg/kg/day MASM or water once each day for three days prior to radiation. Significant pathological changes occurred at 1 day after lethal TBI (6 Gy).

Damages in thymus, spleen, liver, small intestine, testis, hippocampus and cortex such as cytoplasmic vacuolization, dilatation of the endoplasmic reticulum and destruction of mitochondria, as well as damages to the cellular membrane, were observed (Figure 2B1–7). In addition, the morphological signs of apoptosis were frequently detected in the splenocytes. Apoptotic splenocytes showed the marginal condensation of chromatin onto the nuclear lamina (Figure 2B2). Vacuoles and mitochondrial swelling were decreased by MASM in the different organs (Figure 2C1–7). Cell apoptosis also significantly attenuated by MASM in the spleen (Figure 2C2). These results illustrated that pretreatment of rats with MASM before exposure to acute lethal TBI significantly attenuated the radiation-induced morphological changes in the irradiated different organs, confirming the protective effects of MASM against radiation-induced tissue injury.

### 2.3. MASM Prevents TBI-Induced Differential Expression of Many Genes

The liver was considered to be a radiosensitive organ [21]. Vacuoles and mitochondrial swelling were significantly decreased by MASM in the liver (Figure 2C3), indicating that MASM ameliorated TBI-induced liver tissues injury. To further investigate the potential molecular basis of the protective effects of MASM on irradiation damage, gene expression analysis was conducted on rats liver tissues using microarrays.

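Liver RNA was measured in 3 untreated control rats, 3 rats after TBI and 4 rats given MASM before TBI (30 mg/kg a day for 3 days), all 24 h after the irradiation. The paper gives the dose as 6 Gy, and the labels of the deposited arrays give 6.5 Gy for the same rats. RNA of each rat was labelled with Cy3 and hybridised to an array of its own, so the number of rats limits the precision of every value. The authors deposited the intensities that Feature Extraction 10.7.3.1 made from each scan, with the background subtracted and no normalization between arrays. Each array held 45018 spots, of which 1639 were control spots, and the remaining spots carried 41012 probes. On the log2 scale the intensities were normalized between arrays by the quantile method that the paper names, without control spots and without the 76 to 112 spots per array marked as outliers. The spots of a probe were averaged, which concerned 263 probes printed on 10 spots each. Of the spots that were not controls, 57.2% to 59.9% were well above background on the control arrays, 64.1% to 70.1% on the TBI arrays and 56.2% to 60.2% on the MASM + TBI arrays. In all, 21341 probes were well above background on every array and 10256 on no array. Where a probe was well above background on no array of a group, its fold change is given only as a bound. The bound divides the mean of the brighter group by the mean, over the arrays of the dim group, of the lowest signal among probes well above background, or of the probe's own signal where that was higher. Slide 1 carried the 3 control rats and MASM + TBI rat 3, slide 2 the 3 TBI rats, and slide 3 MASM + TBI rats 1, 2 and 4, so no comparison with TBI rats could be made within a slide. Groups were compared with limma, in a linear model with a mean for each of the 3 groups fitted to all 10 arrays, and p-values were adjusted over all probes by the Benjamini-Hochberg method. Accession numbers paired 16968 probes with 13438 gene symbols, and the other probes carried no symbol.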

A heatmap was generated (Figure 3) representing 3912 transcripts (probesets) comparing significantly differentially regulated genes (*p* < 0.01) for the treatment groups (TBI, MASM + TBI) *versus* untreated controls by using one-way analysis of variance (one-way ANOVA) (Supplementary File 1). 

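A moderated F test across the 3 groups gave 4317 probes with an unadjusted p under 0.01, where chance alone would give 410.1. After adjustment 2317 probes had a p under 0.05. The plain one-way analysis of variance that the paper used, run on the same values, gave 4045 probes at the unadjusted threshold and 1524 after adjustment. The alternative that moved the count most took the slide as a random block, which gave 7337 probes at the unadjusted threshold. Leaving out each rat in turn gave 3081 (without control rat 3) to 4941 probes (without TBI rat 3).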

Cluster analysis of the microarray results revealed that three or four rats from the same group were the closest, indicating that all the experimental data in this study were reliable.

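Over all probes, with no selection by group, the distance between 2 arrays was taken as 1 minus Pearson's r across probes. Its mean was 0.0172 within a group and 0.0233 between groups, a ratio of 1.36. No other arrangement of the group labels among all 4200 gave a larger ratio (exact permutation test, p = 0.000476, the smallest p the design allows). For 10 of 10 rats the nearest array belonged to the same group, and average-linkage clustering into 3 clusters gave the 3 groups. With 2 clusters the TBI rats stood apart from all other rats. The mean r across probes was 0.984 within control, 0.980 within TBI and 0.983 within MASM + TBI. Between groups it was 0.973 for control and TBI, 0.978 for control and MASM + TBI, and 0.978 for TBI and MASM + TBI, where probes are not independent replicates. The setting that moved the nearest arrays most kept only probes well above background on every array, which gave a ratio of 1.74 and a nearest array of the same group for 8 of 10 rats. With 1 rat left out the ratio stayed between 1.30 and 1.40, and without TBI rat 2 the nearest array belonged to the same group for 7 of the 9 other rats.

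**Figure D1:**
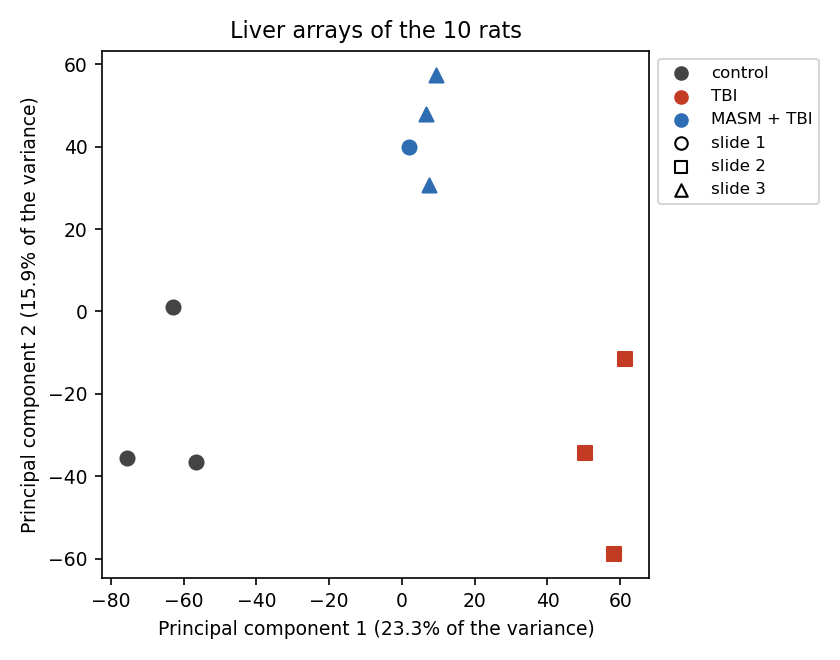
First and second principal component of the log2 signal of all probes, each point a rat, with colours for the groups and circles, squares and triangles for slides 1, 2 and 3. The first component (23.3% of the variance) ran from -75.5 to -56.6 in control rats, from 1.99 to 9.31 in MASM + TBI rats and from 50.2 to 61.2 in TBI rats, and MASM + TBI rat 3 on slide 1 lay with its group.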

A combined algorithm with simple *t*-test and fold change was used to find differentially expressed genes. By a threshold of *p* < 0.05 and absolute fold change (FC) > 1.5, 2920 significant expressed probes were selected by comparison between radiation and wild-type (control) samples, involving 1445 unique genes (Supplementary File 2). 

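Between TBI and control rats, 5172 probes had an unadjusted p under 0.05 in limma and a fold change of at least 1.5. Of these, 3027 carried no gene symbol, and the others named 1970 genes. After adjustment over all probes, 1845 probes of 785 genes remained past a p of 0.05 and the same fold change. Among the 5172 probes, 681 were well above background on no array. The simple t-test that the paper names beside its counts was run as a Welch test and is called the methods' t-test. It gave 2910 probes of 1127 genes at the unadjusted threshold and 10 probes after adjustment. In simulated data with the spread of the real arrays and 200 changed probes among 40945, limma recovered 64.5% of the changed probes after adjustment, with 9 false calls. At the unadjusted threshold the same simulated data gave 946 false calls in limma and 444 by the methods' t-test. At the unadjusted threshold the count moved most after a normexp background correction, an alternative chosen after seeing the data, to 881 probes, and rose to 10369 when each array was scaled to its 75th percentile in place of quantile normalization. The adjusted count dropped to 1187, 1031 and 914 probes without control rats 1, 2 and 3.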

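By gene, 1110 of the genes that limma named between TBI and control rats at the unadjusted threshold rose, 853 fell, and 7 had probes in both directions. The methods' t-test gave 558 genes up and 568 down. By probe, 2675 rose and 2497 fell, and of the probes well above background on no array 237 rose and 444 fell. The share of rising probes was 51.7%, and scaling to the 75th percentile reversed the balance to 28.7%. Falling probes also outnumbered rising ones by the methods' t-test (45.6%), with normexp, an alternative chosen after seeing the data (43.5%), with 2 groups per model (49.7%), and without control rats 1, 2 or 3 (48.5%, 48.5% and 47.8%). The genes named next had the largest estimated changes among 773 genes with an adjusted p under 0.05, a signal well above background on all arrays of the brighter group, and no overlap between the groups. Cdkn1a had a mean log2 signal of 8.37 ± 0.43 (SD, n = 3) in control rats and 13.73 ± 0.30 (n = 3) in TBI rats, a log2 fold change of 5.36 (SE 0.27, adjusted p = 0.000130). Gdf15 rose by 4.26 (SE 0.47, adjusted p = 0.00283) and Noct by 3.58 (SE 0.86, adjusted p = 0.0493). Myoc was at least 6.91-fold higher (adjusted p = 0.0297) and Nrcam at least 3.48-fold higher (adjusted p = 0.00117). The log2 fold change was -5.26 (SE 0.52, adjusted p = 0.00182) for Rasd2, -4.40 (SE 0.32, adjusted p = 0.000523) for Mcpt1, -4.12 (SE 0.82, adjusted p = 0.0281) for Upp2 and -4.04 (SE 0.62, adjusted p = 0.0111) for Ttk. Rasd2, Mcpt1 and Ttk were each well above background on 1 of 3 TBI arrays only, so that the background limits the size and the rank of their falls. Ccna2 was at least 14.7-fold lower in TBI rats (adjusted p = 0.00596). The ranks of Myoc, Nrcam and Ccna2 rest on estimates below the background in 1 group. Btg2, with a log2 fold change of 3.13 (SE 0.60, adjusted p = 0.0245), lies above the bounds of Myoc and Nrcam. The adjusted p of Btg2 was 0.0724 and 0.0806 without control rats 1 and 3, and 0.0672 and 0.0514 without TBI rats 2 and 3. Myoc had log2 signals of 4.77, 9.08 and 6.17 in TBI rats 1 to 3, so that its bound rests in large part on TBI rat 2. The adjusted p of Myoc was 0.0742, 0.0796 and 0.0893 without control rats 1, 2 and 3, and that of Upp2 was 0.0716, 0.0830 and 0.0708 without the same rats and 0.0545 without TBI rat 1. For Noct it was 0.119, 0.103 and 0.136 without control rats 1, 2 and 3, 0.0571, 0.119 and 0.0959 without TBI rats 1, 2 and 3, and 0.0764 and 0.0659 without MASM + TBI rats 1 and 2.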

Among the genes originally displaying FC > 1.5, 414 were subsequently down-regulated and 1031 up-regulated. 

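Compared with control rats, MASM + TBI rats differed in 3306 probes of 1354 genes (532 up, 820 down and 2 in both directions) at the unadjusted threshold in limma, and in 965 probes after adjustment. The methods' t-test gave 2361 and 28 probes. Of the 965 probes 380 rose and 585 fell. With the slide as a fixed block, an alternative chosen after seeing the data, only MASM + TBI rat 3 is compared with the control rats, so its counts are not given. The adjusted count dropped to 462 without control rat 2, 467 without control rat 3, 495 without MASM + TBI rat 1 and 575 without MASM + TBI rat 4. Of the genes named between TBI and control rats, 952 had a probe with an unadjusted p under 0.05 between MASM + TBI and control rats as well. Among them Cdkn1a had a log2 fold change of 4.80 (SE 0.25, adjusted p = 0.000146) between MASM + TBI and control rats. A list of 23 targets of p53, of which 19 had a probe with a symbol, was tested as a set with camera. Its mean log2 fold change was 1.23 in TBI rats (adjusted p = 1.77e-12, adjusted over all lists and comparisons) and 1.18 in MASM + TBI rats (adjusted p = 1.31e-14), each against control and with 16 of 19 genes up in TBI rats. Between MASM + TBI and TBI rats it was -0.06 (adjusted p = 0.374). Genes of the cell cycle (12 of 15 with a probe) had a mean log2 fold change of -2.23 in TBI rats (adjusted p = 1.59e-11) and -2.08 in MASM + TBI rats (adjusted p = 9.55e-16), with all 12 genes lower in TBI rats, and a difference of 0.15 between the irradiated groups (adjusted p = 0.592). Over the alternatives run for each list, the adjusted p in TBI rats ranged from 2.35e-13 to 0.0031 for the p53 targets and from 4.78e-15 to 0.0340 for the cell cycle. Of these lists, the mean that moved most was that of the cell cycle genes, to -0.73 in TBI rats, after a normexp background correction, an alternative chosen after seeing the data.

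**Figure D2:**
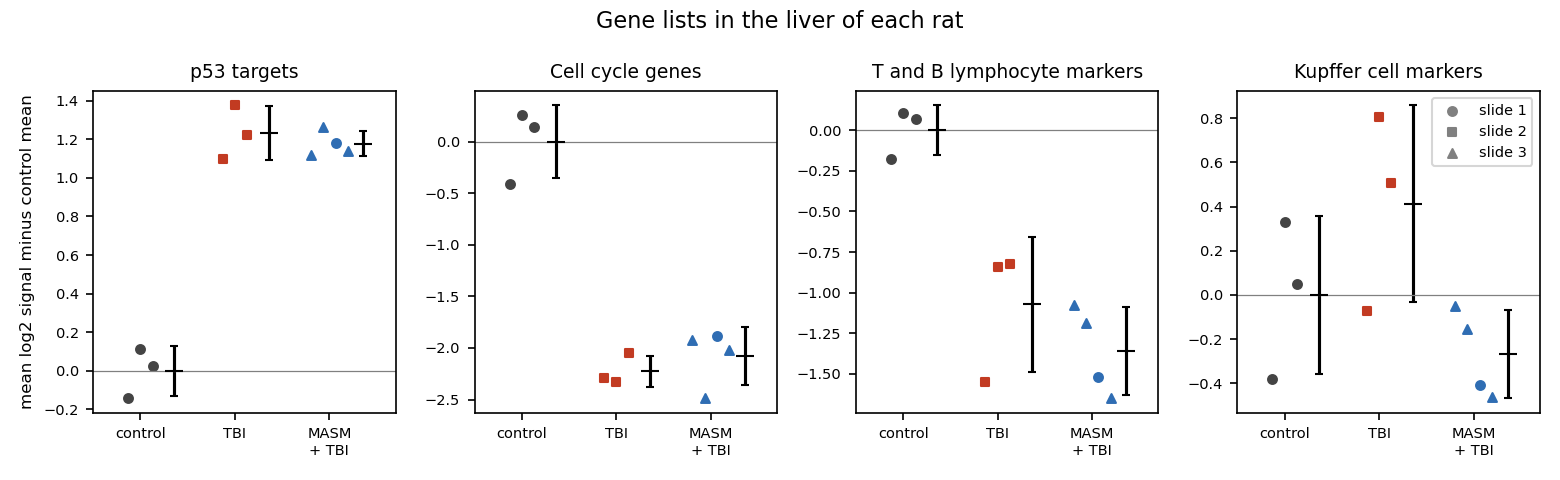
Mean log2 signal of the p53 targets, the cell cycle genes, T and B lymphocyte markers and Kupffer cell markers in each rat, relative to the control mean, with the mean and SD of each group and symbols for the slides. The p53 targets lay between 1.10 and 1.38 in TBI rats and between 1.12 and 1.26 in MASM + TBI rats, and the cell cycle genes between -2.33 and -2.05 and between -2.49 and -1.88.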

In the pretreatment with 30 mg/kg MASM groups, only 680 out of 1445 genes were still differentially expressed in response to TBI. These results indicated that the treatment with MASM prevented TBI-induced differential expression of 53% (765 genes) of genes (Supplementary File 3). 

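Among the genes named between TBI and control rats in limma, 1018 (51.7%) had no such probe with an unadjusted p under 0.05 between MASM + TBI and control rats. Of these 1018 genes, 625 differed between MASM + TBI and TBI rats with an unadjusted p under 0.05 and 97 with an adjusted p under 0.05, while 393 differed in neither comparison. Of them 163 had a fold change of at least 1.5 in MASM + TBI rats. The count of 625 asks for at least 1 named probe of the gene that differed, and asking it of every named probe left 619 (31.4%). In the reverse order, 476 genes (35.2%) named between MASM + TBI and control rats were not named between TBI and control rats. By the methods' t-test the shares were 50.2% and 50.8%. In 100 simulated sets with no effect of MASM, the median share in limma was 7.58% when MASM + TBI rats were drawn around the means of the TBI rats. It was 21.7% when both irradiated groups were drawn around the mean of all irradiated rats, an alternative chosen after seeing the data. In the first of these the genes were named on the real TBI arrays, so a low share is partly built in. Neither held a difference between slides. Across settings the share moved most under normexp, an alternative chosen after seeing the data, to 24.5% with a reverse share of 24.3%, and under the 75th percentile to 72.2%.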

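Directly between MASM + TBI and TBI rats, limma gave 3270 probes at the unadjusted threshold (1291 up and 1979 down) and 570 after adjustment (314 up and 256 down). Of the 570 probes 427 carried no symbol. The others named 143 genes, of which 44 rose and 99 fell, the reverse of the balance over the 570 probes. The methods' t-test, which moved the adjusted count most, gave 1666 and 3 probes. The adjusted count was 1075 (390 up and 685 down) without TBI rat 1, 400 (164 up and 236 down) without TBI rat 2 and 1081 (388 up and 693 down) without TBI rat 3, so that the balance turned with any 1 TBI rat left out, and it was 240, 270 and 301 without MASM + TBI rats 1, 2 and 4. Scaling to the 75th percentile gave an adjusted count of 5151, and turned the balance at the unadjusted threshold from 39.5% to 73.3% of probes up. For the 765 genes of Supplementary File 3, with 790 probes, the direct comparison gave 446 genes with an unadjusted p under 0.05, 381 adjusted over the list alone and 127 adjusted over all probes. By the methods' t-test 339 genes had an unadjusted p under 0.05 and 100 adjusted over the list alone. The study chose this list on these same rats, so these counts are not independent evidence. Toward the control level moved 776 of the 790 probes, and 94 probes were well above background on no array. The genes named next had the largest estimated changes in the direct comparison, and where a bound is given their rank rests on estimates below the background in 1 group. Among 103 genes of the direct comparison with an adjusted p under 0.05, a signal well above background on all arrays of the brighter group and no overlap, Ka11 was at least 3.99-fold higher in MASM + TBI rats (adjusted p = 0.000278). The other rises were a log2 fold change of 2.54 (SE 0.29, adjusted p = 0.00684) for Gclm, which was well above background on 1 of 3 TBI arrays, 2.12 (SE 0.40, adjusted p = 0.0436) for Zbtb16, 2.09 (SE 0.18, adjusted p = 0.00326) for Abcb1a, which was so on 2 of 3 TBI arrays, and 1.77 (SE 0.26, adjusted p = 0.0176) for Abcg8. Lower in MASM + TBI rats were Cldn16 (at least 2.18-fold, adjusted p = 0.0227), Tmem45b (at least 1.67-fold, adjusted p = 0.00982) and Or52s1b (at least 1.72-fold, adjusted p = 0.0185). So were Spink5 (at least 1.30-fold, adjusted p = 7.69e-05) and Or1j15b (at least 1.74-fold, adjusted p = 0.00620). Each of these falls concerns a probe well above background on the TBI arrays and on no other array. Of all probes, 614 were so for TBI and 1 for MASM + TBI. The TBI arrays shared a slide with no other group, so for these probes an effect of that slide and of MASM cannot be told apart. Cacna1e, with a log2 fold change of -0.995 (adjusted p = 0.0355), lies beyond the bounds of Tmem45b, Or52s1b, Spink5 and Or1j15b. Leaving out any 1 rat took Zbtb16 past 0.05, to adjusted p-values of 0.0651, 0.0696 and 0.0753 without control rats 1 to 3, 0.0561, 0.0531 and 0.0556 without TBI rats 1 to 3, and 0.101, 0.0789, 0.0683 and 0.0763 without MASM + TBI rats 1 to 4. Abcg8 had 0.0526 without TBI rat 2 and 0.0524 without MASM + TBI rat 1. For Cldn16 the adjusted p was 0.0643 without TBI rat 2 and 0.0718, 0.0661 and 0.0643 without MASM + TBI rats 1, 2 and 4, and for Or52s1b it was 0.0622, 0.0579 and 0.0559 without MASM + TBI rats 1, 2 and 4.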

We focused on these genes for which TBI-induced alteration of expression were abolished or attenuated by MASM pretreatment, as these genes might be regulated by MASM and involved in the protective effects on radiation.

Gene ontology (GO) analysis was then applied to these genes in terms of molecular function, cellular component and biological process. Eleven enriched terms associated with these genes list were identified (Table 1). The identified terms in molecular function were transporter activity, and chemorepellent activity. Only synapse part was in cell component. 

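Bmal1 had a mean log2 signal of 5.19 ± 0.31 (SD, n = 3) in control rats, 8.14 ± 0.57 (n = 3) in TBI rats and 6.48 ± 0.89 (n = 4) in MASM + TBI rats, a log2 fold change of 2.95 (SE 0.51, adjusted p = 0.0173) from control to TBI and of -1.65 (SE 0.48, adjusted p = 0.140) from TBI to MASM + TBI. Npas2 changed by 1.34 (SE 0.40, adjusted p = 0.0913) and -1.77 (SE 0.37, adjusted p = 0.0635) in the same comparisons, and Per2 by -0.79 (SE 0.18, adjusted p = 0.0411) and 1.33 (SE 0.17, adjusted p = 0.00957). From control to TBI, Cry2 changed by -1.21 (SE 0.17, adjusted p = 0.00806) and Nr1d1 by -0.80 (SE 0.16, adjusted p = 0.0260). Every TBI rat had more Bmal1 and less Cry2 than every control rat. With 12 of 13 clock genes as a set, a test of change in either direction (fry) gave an adjusted p = 7.32e-05 between TBI and control, 3.72e-05 between MASM + TBI and control and 2.27e-04 between MASM + TBI and TBI. The alternatives other than leaving out a rat ranged from 7.02e-05 to 0.00126 in the first of these, where the mean log2 fold change over the set was 0.03, since members moved both ways. The mean of Bmal1, Clock and Npas2 minus that of Per1, Per2, Per3, Nr1d1 and Cry2 rose by 2.41 from control to TBI (exact permutation p = 0.1, the smallest possible with 3 rats against 3). It changed by 0.68 from control to MASM + TBI (exact p = 0.257) and by -1.72 from TBI to MASM + TBI (exact p = 0.0571, with 0.0286 the smallest possible). MASM + TBI rat 3, on the slide of the control rats, lay at -2.94, below every control rat. MASM + TBI rats 1, 2 and 4 lay at -1.62, -1.29 and -0.91, above every control rat and below every TBI rat. So the small difference from control rests in part on rat 3, and an effect of the slide on this measure was not tested. Without control rats 1 and 2 the adjusted p of Bmal1 between TBI and control was 0.0549 and 0.0533, and without MASM + TBI rat 3 Bmal1 differed between MASM + TBI and control by 1.73 (adjusted p = 0.0397). That of Npas2 between TBI and control was 0.0495 without MASM + TBI rat 3. For Per2 between TBI and control it was 0.0788, 0.107 and 0.120 without control rats 1 to 3, 0.0925 and 0.0951 without TBI rats 1 and 2, and 0.0654 and 0.0563 without MASM + TBI rats 1 and 2. Nr1d1 gave 0.0700 and 0.0804 without control rats 1 and 3, and 0.0561 and 0.0518 without TBI rats 1 and 3.

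**Figure D3:**
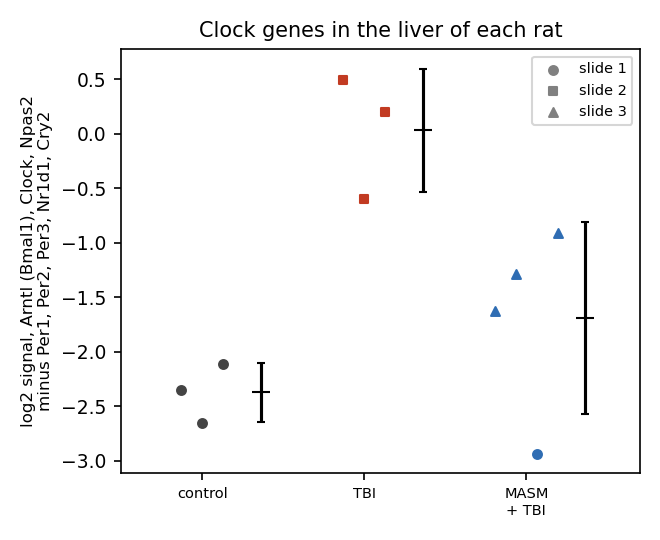
Mean log2 signal of Bmal1 (Arntl), Clock and Npas2 minus that of Per1, Per2, Per3, Nr1d1 and Cry2 in each rat, with the mean and SD of each group and symbols for the slides. Control rats lay between -2.66 and -2.11, TBI rats between -0.60 and 0.50, and MASM + TBI rats between -2.94 (rat 3, on slide 1) and -0.91.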

The terms included in biology process were death, growth, multicellular organismal process, locomotion, rhythmic process, response to stimulus, and localization. 

Pathway enrichment analysis indicated that these genes were mainly involved in a total of 21 pathways (Table 2). Most of these pathways were reported to be induced by radiation in the previous studies, such as olfactory transduction [22], cytokine-cytokine receptor interaction [22], neuroactive ligand-receptor interaction [23], pathways in cancer [24,25,26], MAPK signaling pathway [27], PPAR signaling pathway [28], GnRH signaling pathway [29], calcium signaling pathway [25], acute myeloid leukemia [30,31], vascular smooth muscle contraction [32], gap junction [33], bladder cancer [34,35] and circadian rhythm [36,37]. 

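The array carried 1087 probes for 1083 olfactory receptor genes, of which 610 (56.1%) were well above background on no array and 70 on every array. Between TBI and control rats 174 of these probes passed the unadjusted threshold in limma, 168 up and 6 down. Of the 174, 25 were well above background on no array and 34 rises were well above background on all TBI arrays and no other array. Probes of any gene that were well above background on all arrays of 1 group and on no other array numbered 614 for TBI, 28 for control and 1 for MASM + TBI. Of the 174 genes, 148 had no unadjusted p under 0.05 between MASM + TBI and control rats. Supplementary File 3 lists 64 genes whose symbol starts with Olr. As a set of 1082 genes, olfactory receptors had a mean log2 fold change of 0.27 between TBI and control (adjusted p = 0.00437, over the alternatives 1.43e-13 to 0.378), with 590 genes up and 492 down, and the direction turned to -0.08 when arrays were scaled to their 75th percentile. With the correlation among the genes estimated from the data the adjusted p = 0.257, and the means in the rats gave an exact permutation p = 0.1, the smallest possible. Against control the mean was 0.12 in MASM + TBI rats (adjusted p = 0.116, exact permutation p = 0.0286 over the rats), and from TBI to MASM + TBI it was -0.15 (adjusted p = 0.0505, exact p = 0.0286, the smallest possible in each case), with the direction turned to 0.16 at the 75th percentile. Over the alternatives the mean from TBI to MASM + TBI ran from -0.47 to 0.16. Its adjusted p ran from 1.95e-09 to 0.427 and failed the threshold of 0.05 in 5 of 8 alternatives. With 1 rat left out that adjusted p was 0.0488 without control rat 3, 0.00672 and 0.0436 without TBI rats 2 and 3, and 0.0341 without MASM + TBI rat 2.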

Interestingly, recently a review article reported that targeting cellular metabolism can improve the efficacy of cancer therapy [38].

For example, targeting metabolic enzymes, such as glucose transporters, fatty acid synthase and glutaminase can enhance the efficacy of common therapeutic agents or overcome resistance to chemotherapy or radiotherapy [38]. In addition, it has been reported that nicotinamide sensitizes tumors, at least in part, by modulating vascular smooth muscle contraction [39]. Matrine and its compounds have been widely used as adjuvant therapy in China to improve the 5-year survival rate and life quality of patients with cancer [14]. However, little is known about the mechanisms underlying the therapeutic effects of matrine. Table 2 showed that 38, 10, 7, 5 and 12 genes were involved in metabolic pathways, purine metabolism, arachidonic acid metabolism, fatty acid metabolism and vascular smooth muscle contraction, respectively. It is very likely that MASM/matrine improve the efficacy of cancer therapy, at least in part, by targeting these cellular metabolism and modulating vascular smooth muscle contraction, and this area is of great interest for our further studies. 

Since ionizing radiation induces simultaneous compensatory activation of multiple MAPK pathways [27], we focused on these pathways. These pathways play critical roles in controlling cell survival or death and repopulation effects following irradiation, in a cell-type-dependent manner [27]. The 13 genes presented in Table 3 were involved in multiple MAPK pathways including extracellular signal-regulated kinase (ERK), c-Jun N-terminal kinase (JNK), and p38 MAPK pathway. 

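Tested as a set with camera, the 13 genes of Table 3 had a mean log2 fold change of 1.05 between TBI and control (adjusted p = 4.38e-05), with 11 genes up and 2 down. The mean was 0.38 between MASM + TBI and control (adjusted p = 0.162, 9 of 13 up) and -0.67 between MASM + TBI and TBI (adjusted p = 1.03e-04, 11 of 13 down). The study chose these genes on these same rats, so the set is not independent evidence. With the correlation among the genes estimated from the data, which moved the first p most, the adjusted p = 0.0149, 0.299 and 0.0156 in the 3 comparisons. Over the settings other than leaving out a rat, this one included, the adjusted p ranged from 1.11e-05 to 0.0149, from 0.0143 to 0.312 and from 2.11e-05 to 0.0156. The replicate number as a block is among them, and it takes MASM + TBI rat 4 out, since no other rat bears its number. With 1 rat left out the adjusted p ranged from 2.83e-06 to 0.000475, from 0.00925 to 0.394 and from 1.79e-05 to 0.00251. The mean of the 13 genes in each rat, relative to control, was 1.03, 1.04 and 1.08 in TBI rats and 0.52, 0.40, 0.74 and -0.15 in MASM + TBI rats 1 to 4 (exact permutation p = 0.1 for TBI against control, the smallest possible, 0.171 for MASM + TBI against control and 0.0571 for MASM + TBI against TBI). Without MASM + TBI rat 4 the difference between MASM + TBI and control was 0.55 (adjusted p = 0.00925) and that between MASM + TBI and TBI -0.50.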

This was consistent with previous reports that ionizing radiation activated all 3 MAPKs with different intensities and in a cell type-dependent context [27,40,41]. 11 of among gene expressions were evidently up-regulated by TBI and these up-regulations were abolished or attenuated by pretreatment with MASM. These TBI-induced genes include fibroblast growth factor 3 (Fgf3), myelocytomatosis oncogene (Myc), phospholipase A2, group IIA (Pla2g2a or sPLA2), growth arrest and DNA-damage-inducible, beta (Gadd45b), mitogen activated protein kinase kinase kinase 10 (Map3k10), protein kinase, X-linked (Prkx), calcium channel, voltage-dependent, R type, alpha 1E subunit (Cacna1e), calcium channel, voltage-dependent, L type, alpha 1S subunit (Cacna1s), TAO kinase 2 (Taok2), activating transcription factor 4 (Atf4), nuclear receptor subfamily 4, group A, member 1 (Nr4a1). In contrast, the expressions of neurotrophic tyrosine kinase, receptor, type 1 (Ntrk1) and apoptosis signal-regulating kinase 1 (Ask1) were down-regulated by TBI and these down-regulations were abolished or attenuated by pretreatment with MASM. 

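For all 13 genes of Table 3, including the 11 that rose, no TBI rat overlapped with a control rat. The MASM + TBI rats did not overlap with the TBI rats in 8 of 13 genes. Every gene of the 13 had a mean closer to control in MASM + TBI rats than in TBI rats. The study chose these genes on these same rats, for a change with TBI and none with MASM, so these counts follow in part from that choice, and the shares that chance gives to a gene not so chosen (10% for 3 rats against 3, 5.71% for 3 against 4) do not apply to them. Between TBI and control rats 13 genes had an unadjusted p under 0.05 in limma and 5 an adjusted p under 0.05 (Pla2g2a, Map3k5, Cacna1e, Taok2 and Atf4). Between MASM + TBI and control rats 4 genes had an unadjusted p under 0.05, and 0 passed after adjustment in limma or by the methods' t-test. In the direct comparison of MASM + TBI with TBI rats, 9 genes had an unadjusted p under 0.05, 9 passed when adjusted over the list alone and 2 when adjusted over all probes (Cacna1e and Taok2). The settings that moved these counts most were the scaling to the 75th percentile and the slide as a random block, each with 11 genes between TBI and control, and the methods' t-test with 0 after adjustment. The block by slide cannot separate the slide from TBI. After adjustment Pla2g2a, Taok2 and Atf4 failed between TBI and control with 2 groups per model, Cacna1e, Taok2 and Atf4 failed with the replicate number as a block, and in both settings Cacna1e and Taok2 failed in the direct comparison. Leaving out 1 rat gave 1 (without control rat 2) to 8 genes (without MASM + TBI rat 3) between TBI and control. Without MASM + TBI rat 4, 7 genes passed between TBI and control, 2 between MASM + TBI and control and 0 in the direct comparison.

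**Figure D4:**
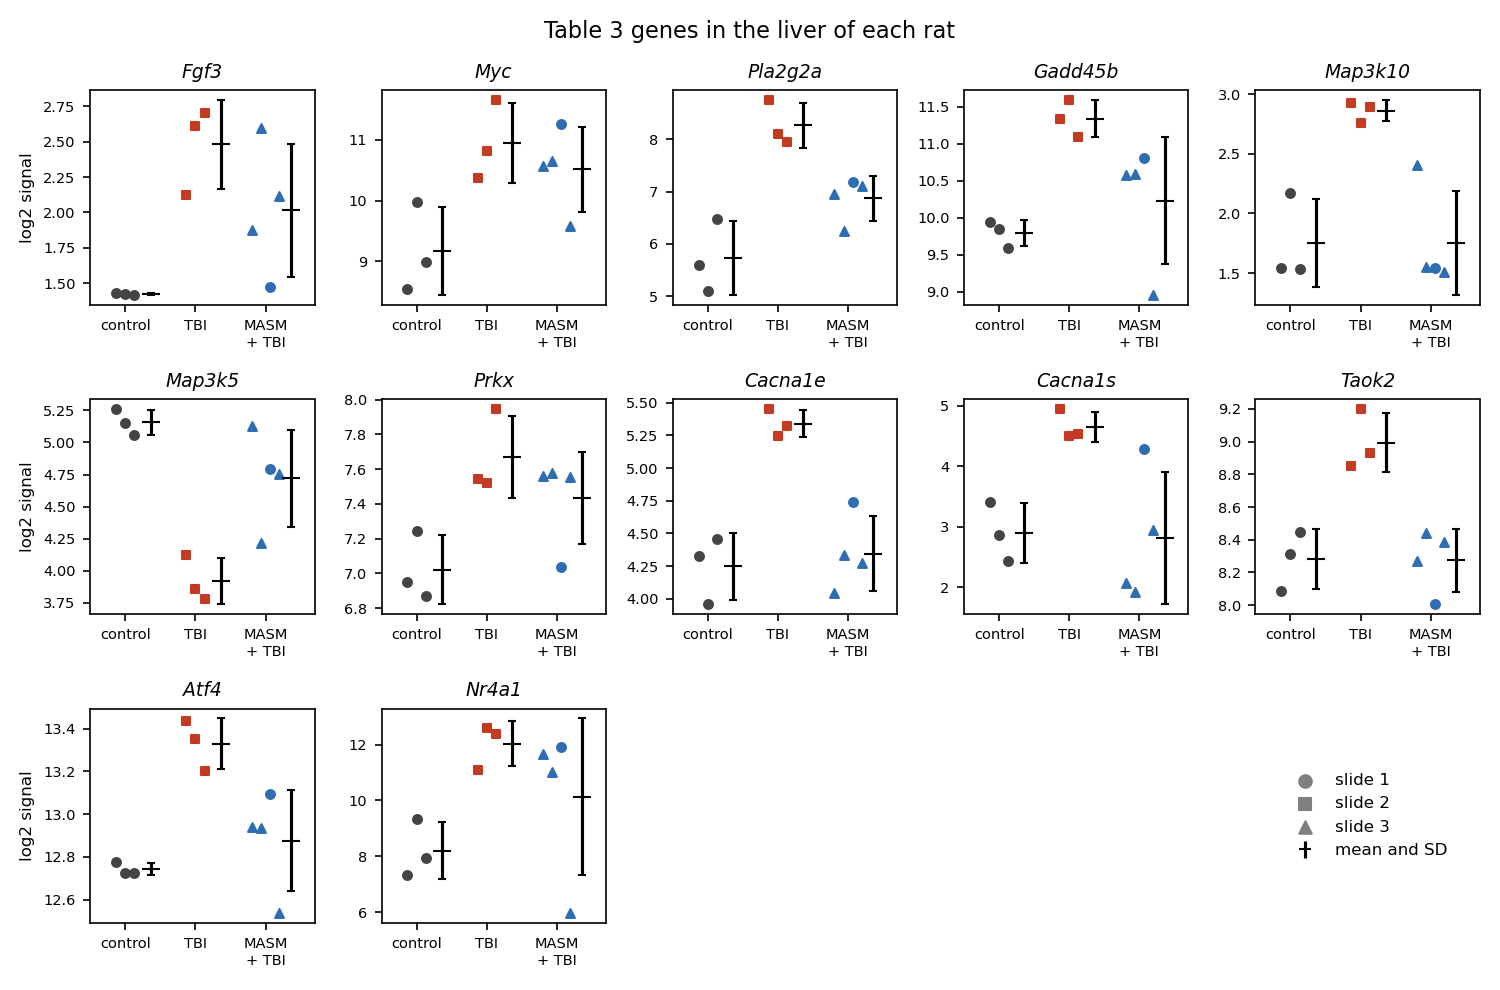
Log2 signal of 12 genes of Table 3 in each rat, with the mean and SD of each group and symbols for the slides. In the panel of Nr4a1, MASM + TBI rat 4 stands at 5.97, while the other rats of its group lie between 11.03 and 11.90.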

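Fgf3 had a mean log2 signal of 1.42 ± 0.01 (SD, n = 3) in control rats, 2.48 ± 0.31 (n = 3) in TBI rats and 2.02 ± 0.47 (n = 4) in MASM + TBI rats, and Map3k10 of 1.75 ± 0.37 (SD, n = 3) in control rats, 2.86 ± 0.09 (n = 3) in TBI rats and 1.75 ± 0.44 (n = 4) in MASM + TBI rats. Each was well above background on 1 of 3 TBI arrays and on no other array, so no fold change is given. Their adjusted p between TBI and control was 0.0582 and 0.0502, and between MASM + TBI and TBI 0.397 and 0.0783 over all probes, or 0.128 and 0.00826 adjusted over the list alone. Without MASM + TBI rats 2 and 3 the adjusted p of Fgf3 between TBI and control was 0.0338 and 0.0340. Without MASM + TBI rat 1 that of Map3k10 was 0.0191, and 0.0273 between MASM + TBI and TBI. A second probe of Map3k10 was at least 1.78-fold higher in TBI than in control rats (adjusted p = 0.0228). Cacna1e had 4.25 ± 0.26 (SD, n = 3) in control rats, 5.34 ± 0.10 (n = 3) in TBI rats and 4.35 ± 0.29 (n = 4) in MASM + TBI rats, a log2 fold change of 1.09 (SE 0.19, adjusted p = 0.0169) from control to TBI and -0.995 (SE 0.18, adjusted p = 0.0355) from TBI to MASM + TBI, or 0.00517 adjusted over the list alone. It was well above background on 1 of 3 control, 3 of 3 TBI and 2 of 4 MASM + TBI arrays, and of its 3 other probes 2 were dim on every array, while the third changed by 0.25 from control to TBI (adjusted p = 0.695). Without control rat 2 the adjusted p of Cacna1e between TBI and control was 0.0500, just past the threshold. Between MASM + TBI and TBI it was 0.0595 and 0.0513 without control rats 1 and 3, 0.0633, 0.0815 and 0.0556 without TBI rats 1 to 3, and 0.0839, 0.0889 and 0.0899 without MASM + TBI rats 1, 2 and 4. Cacna1s had 2.90 ± 0.50 (SD, n = 3) in control rats, 4.66 ± 0.25 (n = 3) in TBI rats and 2.81 ± 1.09 (n = 4) in MASM + TBI rats and was well above background only on the 3 TBI arrays. It was at least 1.71-fold higher in TBI than in control rats (adjusted p = 0.116) and at least 1.70-fold lower in MASM + TBI than in TBI rats (adjusted p = 0.144, adjusted over the list alone 0.0157). Without MASM + TBI rat 3 these adjusted p-values were 0.0300 and 0.0219. The TBI arrays had a slide of their own, so for Cacna1s an effect of that slide stays open. Taok2 had 8.28 ± 0.18 (SD, n = 3) in control rats, 8.99 ± 0.18 (n = 3) in TBI rats and 8.28 ± 0.19 (n = 4) in MASM + TBI rats, a log2 fold change of 0.71 (SE 0.15, adjusted p = 0.0341) from control to TBI and -0.72 (SE 0.14, adjusted p = 0.0496) from TBI to MASM + TBI, or 0.00517 adjusted over the list alone. The adjusted p of Taok2 between TBI and control was 0.0926, 0.0808 and 0.0612 without control rats 1 to 3, 0.0830 and 0.0502 without TBI rats 2 and 3, and 0.0568 without MASM + TBI rat 1. Between MASM + TBI and TBI it was 0.0595, 0.0846 and 0.0685 without control rats 1 to 3, 0.137 and 0.0649 without TBI rats 2 and 3, and 0.126, 0.0805, 0.0754 and 0.0912 without MASM + TBI rats 1 to 4.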

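Map3k5, the gene of Ask1, had a mean log2 signal of 5.16 ± 0.10 (SD, n = 3) in control rats, 3.92 ± 0.18 (n = 3) in TBI rats and 4.72 ± 0.38 (n = 4) in MASM + TBI rats. It changed by -1.24 (SE 0.21, adjusted p = 0.0159) from control to TBI, with every TBI rat below every control rat, and by 0.80 (SE 0.20, adjusted p = 0.0995) from TBI to MASM + TBI, or 0.0101 adjusted over the list alone. Without control rats 1 and 2 the adjusted p between TBI and control was 0.0509 and 0.0502, and without MASM + TBI rat 2 the difference between MASM + TBI and TBI was 0.97 (adjusted p = 0.0335). A second probe of Map3k5 changed by -0.70 (adjusted p = 0.00877) and 0.48 (adjusted p = 0.0505) in the same comparisons.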

Interestingly, Nr4a1 was a growth factor-inducible member of the Nr4a1/Nur77 subfamily of the nuclear receptor superfamily of transcription factors. Nr4a1 was involved in determine whether cells undergo double-strand break (DSB) repair or apoptosis in response to irradiation [42]. A previous study reported that radiation up-regulated Nr4a1/Nur77 phosphorylation and expression [42]. 

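The signal of Nr4a1 on the log2 scale was 8.20 ± 1.02 (SD, n = 3) in control rats, 12.03 ± 0.81 (n = 3) in TBI rats and 10.14 ± 2.81 (n = 4) in MASM + TBI rats. Each TBI rat was above each control rat, and the log2 fold change was 3.83 (SE 1.46, adjusted p = 0.162). From TBI to MASM + TBI it was -1.89 (SE 1.37, adjusted p = 0.530), or 0.230 adjusted over the list alone, and 1 of the 4 MASM + TBI rats lay far below the other 3. Without that rat, MASM + TBI rat 4, the adjusted p between TBI and control was 0.0172, MASM + TBI and control differed by 3.33 (adjusted p = 0.0463), and MASM + TBI and TBI by -0.50 (adjusted p = 0.742).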

In this study, our data indicated that Nr4a1 expression was evidently up-regulated by TBI and the TBI-induced increase was attenuated by pretreatment with MASM. In addition, activating transcription factor 4 (Atf4) was a member of the ATF/CREB (activating transcription factor/cyclic AMP response element binding protein) family of basic region-leucine zipper (bZip) transcription factors. Atf4 was induced by stress signals including endoplasmic reticulum stress, amino acid deprivation, anoxia/hypoxia and oxidative stress. Atf4 expression was regulated transcriptionally, translationally via the PERK pathway. Atf4 regulated the expression of genes involved in amino acid synthesis, oxidative stress, differentiation, metastasis and angiogenesis [43]. 

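For Atf4 the mean log2 signal was 12.74 ± 0.03 (SD, n = 3) in control rats, 13.33 ± 0.12 (n = 3) in TBI rats and 12.88 ± 0.24 (n = 4) in MASM + TBI rats. TBI rats exceeded control rats by 0.59 (SE 0.14, adjusted p = 0.0477), without overlap. From TBI to MASM + TBI the log2 fold change of Atf4 was -0.45 (SE 0.13, adjusted p = 0.137), or 0.0157 adjusted over the list alone, and all 4 MASM + TBI rats lay below all TBI rats. The adjusted p between TBI and control was 0.104, 0.111 and 0.132 without control rats 1 to 3, 0.103 and 0.104 without TBI rats 1 and 2, and 0.0733 and 0.0707 without MASM + TBI rats 1 and 2.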

As described by the earlier reports [44,45], our data indicated that TBI increased the expression of Atf4/CREB. Myc was involved in a wide range of cellular processes including signal transduction, cell-cycle control, self-renewal, metabolism, maintenance of pluripotency, and control of cell fate decisions [46]. 

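Myc had 9.17 ± 0.73 (SD, n = 3) in control rats, 10.95 ± 0.65 (n = 3) in TBI rats and 10.51 ± 0.69 (n = 4) in MASM + TBI rats as mean log2 signal. TBI rats were above control rats by 1.77 (SE 0.52, adjusted p = 0.0878), each TBI rat above each control rat, and MASM + TBI rats above control rats by 1.34 (SE 0.48, adjusted p = 0.202). The log2 fold change of Myc from TBI to MASM + TBI was -0.43 (SE 0.48, adjusted p = 0.691), or 0.394 adjusted over the list alone, and the 2 groups overlapped. It was -0.08 without TBI rat 3, -0.12 without MASM + TBI rat 4, and at its lowest -0.72 without TBI rat 1.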

Here, our data indicated that the TBI-induced increase in Myc was attenuated by pretreatment with MASM. This was consistent with previous reports that irradiation significantly increased Myc [47,48]. Gadd45 proteins were implicated in stress signaling in response to environmental or physiological stressors, which resulted in either cell cycle arrest, DNA repair, cell survival and senescence, or apoptosis [49]. 

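Gadd45b had log2 signals of 9.79 ± 0.18 (SD, n = 3) in control rats, 11.34 ± 0.25 (n = 3) in TBI rats and 10.23 ± 0.86 (n = 4) in MASM + TBI rats. Its increase from control to TBI was 1.54 (SE 0.44, adjusted p = 0.0819), with no overlap between the groups. From TBI to MASM + TBI it changed by -1.10 (SE 0.41, adjusted p = 0.224), or 0.0384 adjusted over the list alone. Without MASM + TBI rat 4 the adjusted p for TBI against control was 0.00403, MASM + TBI rats were above control rats by 0.86 (adjusted p = 0.0478), and the difference from TBI to MASM + TBI was -0.68 (adjusted p = 0.116).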

Consistent with the earlier reports [50,51], the expression of Gadd45b was up-regulated by radiation. Prkx was a member of an ancient family of cAMP-dependent serine/threonine kinases distinct from the classical PKA, PKB/Akt, PKC, SGK, and PKG families [52]. 

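Prkx measured 7.02 ± 0.20 (SD, n = 3) in control rats, 7.67 ± 0.24 (n = 3) in TBI rats and 7.43 ± 0.26 (n = 4) in MASM + TBI rats on the log2 scale. The log2 fold change of Prkx from control to TBI was 0.65 (SE 0.19, adjusted p = 0.0854), with every TBI rat above every control rat, and -0.24 (SE 0.18, adjusted p = 0.539) from TBI to MASM + TBI, or 0.230 adjusted over the list alone. Without MASM + TBI rat 3 the first adjusted p was 0.0438. A second probe of Prkx changed by 0.02 from control to TBI (adjusted p = 0.932) and by -0.35 from TBI to MASM + TBI (adjusted p = 0.106).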

As described by the earlier reports [53,54], Prkx protein kinase was up-regulated by radiation. Ntrk1/Trk A was a member of the neurotrophic tyrosine kinase receptor (NTKR) family. Ntrk1 was a membrane-bound receptor that, upon neurotrophin binding, phosphorylates itself and members of the MAPK pathway. The presence of Ntrk1 leaded to cell differentiation and might play a role in specifying sensory neuron subtypes [55,56]. In UV-irradiated normal skin, there was a significant reduction in Trk A/Ntrk1 tyrosine kinase receptor immunostaining after UV-irradiation [57]. Albeit our data strongly support radiation-induced down-regulation of Ntrk1 [57], there are also reports on UV-induced up-regulation of both nerve growth factor NGF and its high-affinity receptor Ntrk1 [58]. cPLA2 was a member of the PLA2 enzyme superfamily, which included secretory PLA2 (sPLA2), cytosolic PLA2 (cPLA2), and other members. cPLA2, which activated AA hydrolysis, existed in three isoforms: α, β, and γ. cPLA2-α was known to be a major component of the arachidonate-releasing signal transduction pathway [59,60]. Low level laser irradiation significantly inhibited phospholipase cPLA2-α mRNA expression, which was increased in response to mechanical stress [59]. Here, our data showed that TBI-induced increase in sPLA2 was attenuated by pretreatment with MASM. These data showed that MASM pretreatment could attenuate TBI-activated all 3 MAPKs (Table 3). 

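Pla2g2a rose from 5.72 ± 0.71 (SD, n = 3) in control rats to 8.27 ± 0.43 (n = 3) in TBI rats and was 6.87 ± 0.43 (n = 4) in MASM + TBI rats. The log2 fold change was 2.54 (SE 0.39, adjusted p = 0.0111) for TBI against control, 1.15 (SE 0.37, adjusted p = 0.150) for MASM + TBI against control and -1.40 (SE 0.37, adjusted p = 0.119) for MASM + TBI against TBI, the last with a p of 0.0124 adjusted over the list alone. All TBI rats lay above all control rats and above all MASM + TBI rats. With each rat left out in turn the adjusted p for TBI against control stayed between 0.0117 and 0.0372, while it was 0.0510 with 2 groups per model and 0.252 by the methods' t-test.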

In our previous study, MASM could inhibit the Akt pathway by suppressing the phosphorylation of Akt, glycogen synthase kinase 3β (GSK3β), and P70S6 kinase in cultured activated or TGFβ1-activated hepatic stellate cells [20]. In addition, our data showed that radiation-induced phosphorylation of P38 and JNK (c-Jun NH_2_-terminal kinase) was dose-dependently inhibited by pretreatment with MASM in murine macrophage RAW264.7 cells (unpublished data). Moreover, some agents were reported to provide the protective effects via the modulation of MAPKs pathway [61,62,63,64]. Taken together, these data indicated that the pretreatment of rats with MASM modulated lethal TBI-induced multiple MAPK pathways, suggesting that MASM might provide the protective effects mainly or partially through the modulation of MAPKs pathway. Therefore, MASM has the potential to be used as an effective therapeutic or radioprotective agent to minimize TBI-induced damages.

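The paper takes the genes of Table 3 from those it lists as prevented by MASM, assigns them to the ERK, JNK and p38 pathways, and reads their mean levels in the 3 groups as an activation by TBI that MASM lessened. Together with its earlier and unpublished findings in cultured cells and reports on other agents, the paper concludes from this that MASM modulated several MAPK pathways after TBI, and it proposes that this modulation might account mainly or in part for the protection. The arrays measured RNA, and no phosphorylated protein was measured on them.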

A number of studies demonstrated that the combined modality therapy involving radiation and MAPK pathway inhibitors was a promising strategy for improving the treatment of patients with cancer [40]. Preclinical and clinical evidence suggested that agents targeting aberrant tumor signals could effectively improve the therapeutic effect of ionizing radiation [24]. Here, this study suggested that MASM could offer radioprotection mainly or partially through the modulation of TBI-induced MAPKs pathway. Therefore, it is very likely that MASM is used in combination with radiotherapy to improve the efficacy of cancer therapy, and this area is of great interest for our further studies.

To validate the consistency of microarray analysis in the present study, we compared gene expression levels of selected genes between microarray and real-time PCR. We determined the mean value of expression of the selected genes in five independent rats from each exposure group. This was compared with those in pooled RNA from 5 non-irradiated rats. The qualitative changes in gene expression levels were consistent between these analyses (Figure 4). 

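Beta-actin, the reference gene of the real-time PCR, had a mean log2 signal on the arrays of 15.39 ± 0.49 (SD, n = 3) in control rats, 14.97 ± 0.21 (n = 3) in TBI rats and 14.92 ± 0.13 (n = 4) in MASM + TBI rats. Its log2 fold change was -0.42 (SE 0.23, adjusted p = 0.308) from control to TBI, -0.47 (SE 0.21, adjusted p = 0.313) from control to MASM + TBI and -0.05 (SE 0.21, adjusted p = 0.937) from TBI to MASM + TBI. Without control rat 1 the second of these was -0.75 (adjusted p = 0.0423).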

## 3. Materials and Methods

### 3.1. Chemicals

The matrine derivative MASM [(6a*S*,10*S*,11a*R*,11b*R*,11c*S*)-10-methylamino-dodecahydro-3a,7a-diazabenzo(de)anthracene-8-thione] (purity > 99%) was synthesized via classical Michael addition and characterized as reported earlier [19].

### 3.2. Animals 

Male Wistar rats (200–220 g) were purchased from SLAC Laboratory Animal Co. Ltd. (Shanghai, China) and divided randomly into several groups. Animals were kept under standard laboratory conditions of temperature, pressure and humidity. Food and water were sterilized by ^60^Co γ-irradiation and high pressure, respectively. All animal procedures were carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol was approved by the Committee on the Ethics of Animal Experiments of the Second Military Medical University (Shanghai, China). All surgery was performed under sodium pentobarbital anesthesia, and all efforts were made to minimize suffering.

### 3.3. Radiation and Administration

The animals were randomly assigned to one of the six following treatment groups (10–11 animals per group): normal control, MASM-High, radiation and MASM-High, Medium, Low dose (30, 10, 3 mg/kg body weight/day) + radiation. Different doses of MASM dissolved in double distilled water were administered intragastrically to the animals once each day for 3 consecutive days before or after irradiation. All animals, except the normal control group, were placed in specially designed, well-ventilated acrylic container and subjected to total-body irradiation (TBI). Radiation was delivered by the ^60^Co source (Radiation facility, the Second Military Medical University, China). Radiation doses were 6, 7 Gy at a rate 2 Gy/min. The animals were monitored daily for the development of symptoms of radiation sickness and mortality.

### 3.4. Survival Assays 

Wistar rats (*n* = 11 rats /group) were administered MASM after or before exposure to TBI with 6 Gy or 7 Gy. We observed animals twice times daily for a period of 30 days to determine survival rates, and moribund animals were euthanized according to humane endpoints [65]. The clinical criteria of moribund is being in the state of dying with no expectation of recovery, where animals display a combination of the following: hunched back, lowered body temperature, impaired or slow motion, continuous shaking and inability to maintain sternal recumbency [65,66]. Moribund and surviving animals at the end of the study were subjected to euthanasia by the application of sodium pentobarbital anesthesia or CO_2_ followed by cervical dislocation. Survival of rats or mice from all the different groups was monitored from the day of onset of the experiment until the 30th day. The probabilities of the survival of all different groups were plotted as Kaplan-Meier survival curves until the 30th day. Significant differences in the survival curves among the different groups were evaluated using log rank test (Mantel-Cox test) for multiple groups.

### 3.5. Sample Collection

24 h following irradiation, the rats were anesthetized and sacrificed by cervical dislocation. Thymus, spleen, liver, small intestine, testis, hippocampus, cortex and femoral were dissected out from each animal. The specimens of all groups were processed for ultrastructural examination. In addition, liver tissues of all groups were processed for the microarray experiment.

### 3.6. Transmission Electron Microscopy 

Transmission electron microscopy was performed essentially as described previously [67]. Biopsy samples were cut and fixed in 2.5% glutaraldehyde in 0.1 M sodium cacodylate, then post fixed with 1% osmium tetroxide. The specimens were dehydrated through a graded series of ethanol and then embedded in labeled capsules with freshly prepared resin and left to polymerize. Ultrathin sections were cut on an Ultracut UCT (Leica, Wetzlar, Germany) stained with uranyl acetate and lead citrate and examined by a 1200EX transmission electron microscope (JEOL, Peabody, MA, USA).

### 3.7. Gene Expression Microarray and Data Analysis

The microarray experiments were performed as described previously [68]. The 4 × 44 K Whole Rat Genome Oligo Microarray (Agilent Technologies, Santa Clara, CA, USA) was hybridized with Cy3-labeled cRNA using a Gene Expression Hybridization Kit (Agilent Technologies) in a Hybridization Oven (Agilent Technologies), according to the manufacturer’s instructions. Raw data were obtained by Feature Extraction software 10.7 (Agilent Technologies) and normalized by Quantile algorithm, Gene Spring Software 11.0 (Agilent Technologies). The microarray experiments were conducted at the National Engineering Center for Biochips in Shanghai, China, according to the procedures in the Agilent technical manual. After normalization, genes in the treatment groups with at least 1.5-fold change in expression were considered as up-regulated or down-regulated in comparison to non-treated groups (control). To determine significant proportions of differentially expressed genes within treated groups, the hypergeometric probability *p* was calculated. *p* < 0.05 was considered significant.

Microarray data analysis was performed using the SBC Analysis system, which is available on the website: http://www.ebioservice.com/. The username and password to access this website are available upon request. A general description of the SBC analysis system can be found on the website: http://www.ebioservice.com/sas.html. The microarray data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under the accession number GSE56263.

### 3.8. Quantitative Real Time (qRT)-PCR Array Validation 

qRT-PCR was performed essentially as described previously[68]. In total, eight genes were chosen for RT-PCR validation. Because SYBR Green binding is not sequence specific, careful design and validation of each primer pair, as well as cautious manipulation of RNA were undertaken to ensure that only target gene sequence-specific, non-genomic products were amplified by real-time PCR. To achieve this, primers were designed to either span or flank introns by using the ProbeFinder version 2.49 software (Roche, West Sussex, UK). A dissociation curve analysis was performed at the end of the amplification process in order to verify the specificity of the PCR products. The same PCR products were also evaluated by agarose gel electrophoresis. Data are presented as mean ± SD. The primers are as follows. Atf4 (NM_024403): forward, TCAGACACCGGCAAGGAG; reverse, GTGGCCAAAAGCTCATCTG. Cacna1e (NM_019294): forward, GAAATTATCCTGACAGACAGCAAG; reverse, AGCTTTATGAGCCGTGCAG. Gadd45b (NM_001008321): forward, CTGCCTCCTGGTCACGAA; reverse, TTGCCTCTGCTCTCTTCACA. Myc (NM_012603): forward, GAATTTTTGTCTATTTGGGGACA; reverse, GCATCGTCGTGACTGTCG. Nr4a1 (NM_024388): forward, TGTTGATGTTCCTGCCTTTG; reverse, GGAGGCCATGTCGATCAG. Ntrk1 (NM_021589): forward, CAGCTTCTGGCTGTGGCTA; reverse, AAGTGCAGGCTGGCTAGGTA. Pla2g2a (NM_031598): forward, CTGACCTACAAGTTCTCCTACCG; reverse, TTATCGCACTGGCACAGC. Prkx (NM_001033963): forward, GCCTGGGCAACATGAAGA; reverse, TCCACACCTCGGAACCAC. β-Actin (NM_031144): forward, CCCGCGAGTACAACCTTCT; reverse, CGTCATCCATGGCGAACT.

### 3.9. Statistical Analysis

Data were presented as mean ± SD. One-way analysis of variance (ANOVA) followed by the Dunnett’s test was used to examine differences among the different treatment groups. Differences were considered significant when *p* < 0.05 or *p* < 0.01.

## Figures and Tables

**Figure 1:**
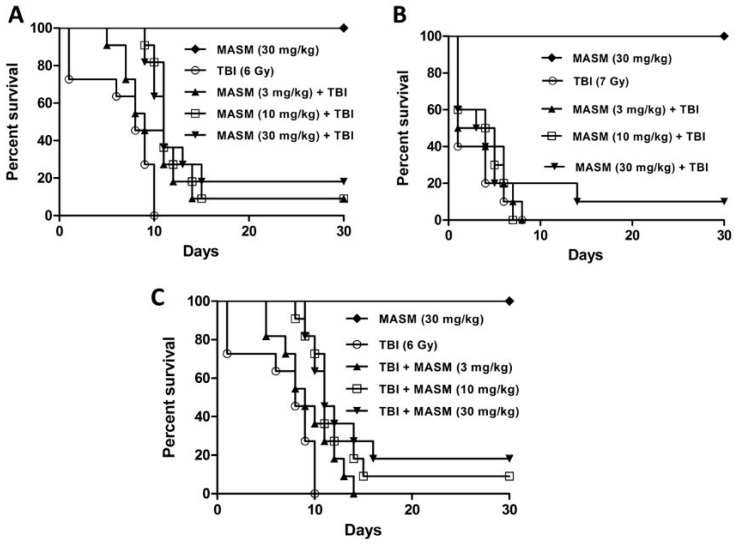
Comparison of survival curves by using Kaplan-Meier method. (**A**) 30 days survival of rats (*n* = 11 per group) pretreated with MASM (3 mg/kg, 10 mg/kg and 30 mg/kg) once each day for three consecutive days before exposure to 6 Gy TBI. The survival curves were significantly different as predicted by log rank test (*p* = 0.0011); (**B**) 30 d survival of rats (*n* = 11 per group) pretreated with MASM (3mg/kg, 10 mg/kg and 30 mg/kg) once each day for three consecutive days before exposure to 7 Gy TBI; (**C**) 30 days survival of rats (*n* = 11 per group) treated with MASM (3 mg/kg, 10 mg/kg and 30 mg/kg) once each day for three consecutive days 30 min after exposure to 6 Gy TBI. The survival curves were significantly different as predicted by log rank test (*p* = 0.0015).

**Figure 2:**
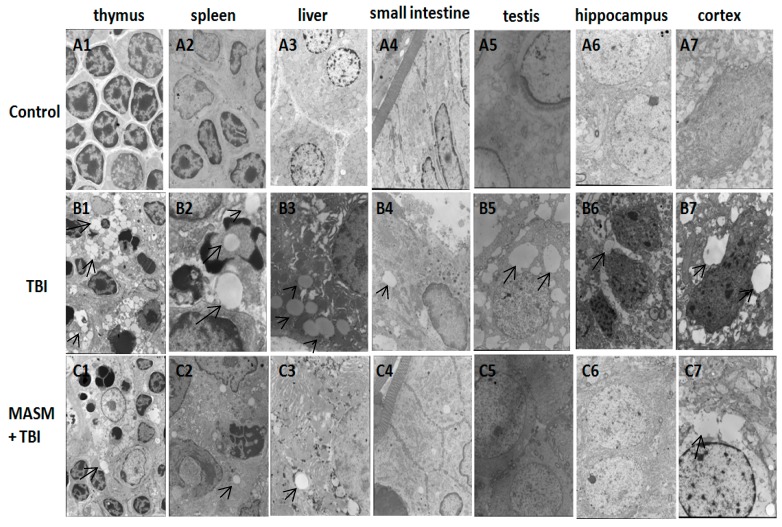
Effect of MASM on radiation-induced tissues injury at 1 day after exposure to lethal TBI (6 Gy) using transmission electron microscopy. (**A1**–**7**) Representative photographs of non-irradiated rats; (**B1**–**7**) Representative photographs of 10 TBI rats. Cell swelling and large amounts of cytoplasmic vacuoles were observed in the different tissues at 1 day after exposure to lethal TBI (6 Gy); (**C1**–**7**) Representative photographs of 10 irradiated rats pretreated with MASM (30 mg/kg) once each day for three consecutive days before exposure to 6 Gy TBI. MASM pretreatment attenuated the radiation-induced tissues injury such as cytoplasmic vacuoles (arrows). (uranyl acetate and lead citrate staining, 3000×).

**Figure 3:**
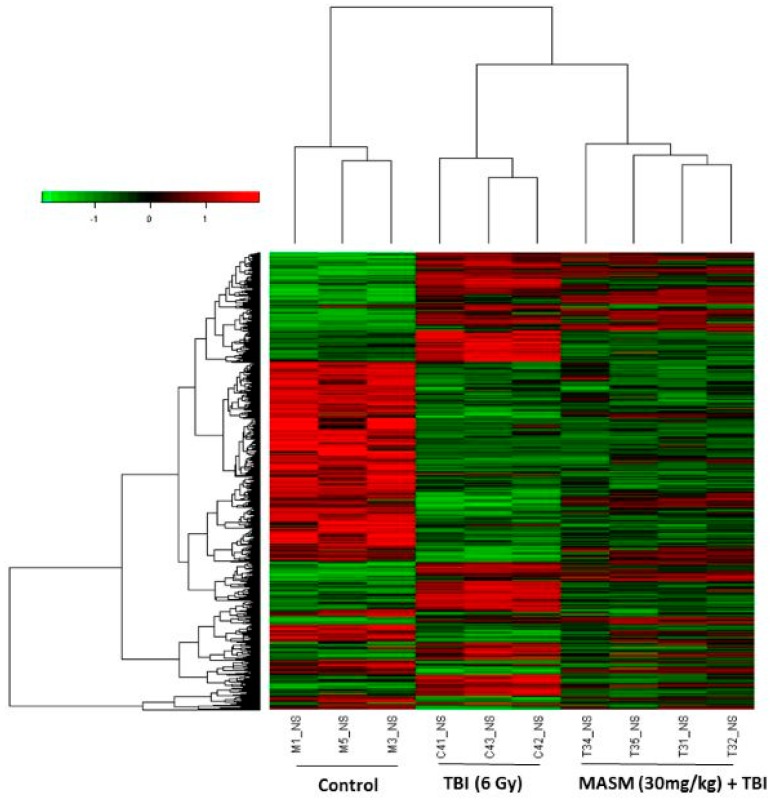
Cluster analysis of individual rats according to the profile of gene expression examined. Genes are organized by hierarchical clustering based on overall similarity in expression patterns. Red represents relative expression greater than the median expression level across all samples, and green represents an expression level lower than the median. Black indicates intermediate expression. Rats from the same treatment group (6 Gy TBI, 30 mg/kg MASM + 6 Gy TBI) were the closest.

**Figure 4:**
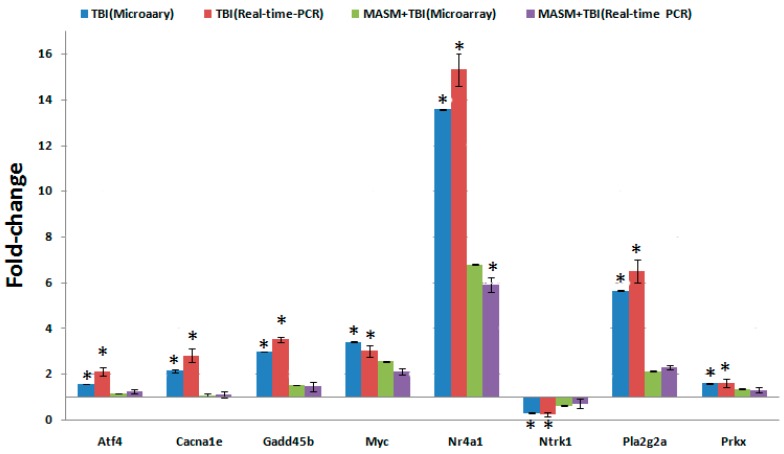
Quantitative real-time PCR confirmation of the microarray data. qRT-PCR was performed on 8 genes that TBI-induced alteration of expression was abolished or attenuated by 30 mg/kg MASM pretreatment. RNA samples of different groups (*n* = 5 per group) were prepared 24 h after exposure to 6 Gy TBI. Gene expression levels are shown as the mean normalized to the expression of the housekeeping gene beta-actin. Each sample was measured in triplicate. Columns, mean of three or four rats in the microarray experiment or mean of five rats in PCR; bars, SD. * indicates statistical significance compared to control (non-irradiation) by *t*-test, * *p* < 0.05. Comparison of fold change produced by microarray with relative expression ratio obtained from real-time PCR, with good concordance.

**Table 1:** GO analysis of 765 genes which TBI-induced alteration of expression were abolished or attenuated by MASM pretreatment. GO analysis was applied in terms of molecular function, cellular component and biological process (*p* < 0.05).

GOId	Name	Hits	Percent	Enrichment Test *p* Value
GO:0003674	molecular_function	550	3.7%	1.0
GO:0005215	transporter activity	65	6.07%	0.0094
GO:0045499	chemorepellent activity	2	40.0%	0.0331
GO:0005575	cellular_component	555	3.78%	1.0
GO:0044456	synapse part	24	6.72%	0.0376
GO:0008150	biological_process	518	3.76%	1.0
GO:0016265	death	75	5.69%	0.0219
GO:0032501	multicellular organismal process	275	5.1%	0.0054
GO:0032502	developmental process	204	5.02%	0.0324
GO:0040007	growth	36	6.04%	0.0484
GO:0040011	locomotion	54	6.41%	0.0068
GO:0048511	rhythmic process	26	11.02%	0.0001
GO:0050896	response to stimulus	236	4.96%	0.0344
GO:0051179	localization	174	5.12%	0.0281

**Table 2:** Pathway enrichment analysis of 765 genes which TBI-induced alteration of expression were abolished or attenuated by MASM pretreatment. KEGG pathway analysis indicated that these genes were mainly involved in a total of 21 pathways (*p* < 0.01).

Name	Hits	Percent	Enrichment Test *p* Value
Olfactory transduction	58	5.69%	0.0
Metabolic pathways	38	3.15%	0.0091
Neuroactive ligand-receptor interaction	18	5.54%	0.0003
Pathways in cancer	16	4.79%	0.0024
MAPK signaling pathway	13	4.73%	0.0065
Calcium signaling pathway	13	6.81%	0.0003
Vascular smooth muscle contraction	12	9.38%	0.0
Cytokine-cytokine receptor interaction	12	4.88%	0.0070
Purine metabolism	10	5.99%	0.0035
PPAR signaling pathway	9	12.0%	0.0001
GnRH signaling pathway	8	8.08%	0.0016
Gap junction	8	9.2%	0.0007
Arachidonic acid metabolism	7	9.46%	0.0013
Adipocytokine signaling pathway	7	10.45%	0.0008
RNA degradation	6	9.84%	0.0024
Type II diabetes mellitus	5	9.43%	0.0065
Fatty acid metabolism	5	11.11%	0.0034
Acute myeloid leukemia	5	8.47%	0.0098
Galactose metabolism	4	16.67%	0.0024
Circadian rhythm-mammal	4	30.77%	0.0003
Bladder cancer	4	10.81%	0.0095

**Table 3:** The 13 genes were involved in MAPK pathways. These genes that TBI-induced alteration of expression were abolished or attenuated by 30 mg/kg MASM pretreatment.

GenBank	Symbol	Description	Fold Change TBI (6 Gy)	Fold Change MASM + TBI
NM_130817	Fgf3	fibroblast growth factor 3	2.11	1.55
NM_012603	Myc	myelocytomatosis oncogene	3.41	2.54
NM_031598	Pla2g2a/sPLA2	phospholipase A2, group IIA	5.65	2.12
NM_001008321	Gadd45b	growth arrest and DNA-damage-inducible, β	3.0	1.53
XM_001073032	Map3k10	mitogen activated protein kinase kinase kinase 10	2.13	1.02
XM_344798	RGD1306565/Ask1/Map3k5	similar to apoptosis signal-regulating kinase 1	0.42	0.76
NM_001033963	Prkx/PKA	protein kinase, X-linked	1.58	1.34
NM_019294	Cacna1e	calcium channel, voltage-dependent, R type, alpha 1E subunit	2.14	1.08
NM_053873	Cacna1s/CACN	calcium channel, voltage-dependent, L type, alpha 1S subunit	3.30	1.13
NM_021589	Ntrk1	neurotrophic tyrosine kinase, receptor, type 1	0.29	0.61
NM_022702	Taok2	TAO kinase 2	1.66	1.0
NM_024403	Atf4/CREB	activating transcription factor 4	1.54	1.13
NM_024388	Nr4a1/Nur77	nuclear receptor subfamily 4, group A, member 1	13.56	6.78

## Supplementary Materials

The following are available online at: http://www.mdpi.com/1420-3049/21/5/649/s1. Supplementary File 1 lists 3912 differentially expressed transcripts (probesets) by using one-way analysis of variance (*p* < 0.01). 

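Of Supplementary File 1, 1999 transcripts were held for checking. For 100% of them the listed p equals, within 1%, the p of a plain one-way analysis of variance computed on the log2 values listed beside it. The listed values and the quantile-normalized intensities had an r of at least 0.999996 across probes on every array (probes are not independent replicates), with a median difference between -0.06 and -0.04. Among the 1999 transcripts, 1189 had an adjusted p under 0.05 in the moderated F test and 315 were well above background on no array.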

Supplementary File 2 lists 2920 differentially expressed probes (FC ≥ 1.5, *p* < 0.05) were selected by comparison between radiation and wild-type (control) samples. 

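Of Supplementary File 2, 1674 probes were held for checking. For 100% of these the listed p equals the methods' t-test on the listed log2 values and the listed fold change equals the ratio of mean linear values, each within 1%. By the listed fold changes 689 probes rose and 985 fell. In limma 929 of the 1674 probes had an adjusted p under 0.05 between TBI and control, and 235 were well above background on no array. For MASM + TBI against control the listed p was under 0.05 for 785 of them.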

Supplementary File 3 lists 765 genes for which radiation-induced alteration of expression were abolished or attenuated by MASM.

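Of the genes in Supplementary File 3, 476 are listed as up and 286 as down, and 23 have several probes. The lowest p listed for MASM + TBI against control is 0.0504. The listed fold change in MASM + TBI rats was 1.5 or more either way for 239 of the genes, and for 36 it was at least as far from 1 as in TBI rats. In limma 161 genes had an unadjusted p under 0.05 between MASM + TBI and control rats.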

How the deposited data were processed for this re-analysis (not part of the article)

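Liver RNA of 10 rats (3 control, 3 TBI, 4 MASM + TBI) had been labelled with Cy3, hybridised to 1 array per rat and scanned. The authors deposited, for each spot, the intensity that Feature Extraction 10.7.3.1 computed from the scan, on a linear scale, with the background subtracted and spatial trends removed, and not normalized between arrays. The deposited table of processed values held the same intensities as the scanner files, with a difference of 0 on every array. Groups, replicate numbers and the dose were taken from the labels of the arrays, and the slide and position from the file headers. The column names printed under Figure 3 place the arrays used here as TBI under control and those used as control under TBI, while the labels and the fold changes of Supplementary File 2 give the groups used here.

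Control spots (1639 per array) and spots marked as outliers were left out, and 0 spots were saturated. The intensities were put on the log2 scale, quantile normalized between the 10 arrays, and averaged over the spots of a probe. Of 41012 probes, 67 lacked a value on some array, and 40945 had a value on every array. The share of non-control spots well above background had a median of 58.3% on control arrays, 66.8% on TBI arrays and 58.8% on MASM + TBI arrays. All arrays of at least 1 group were well above background for 25298 probes. Symbols came from a table of 47357 accessions, with which 20707 probes carrying an accession were compared, and 16968 probes obtained a symbol. Positions on the genome are not reported, since the array and the gene table rest on different assemblies.

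Differences between groups were computed with limma 3.58.1 in R 4.3.3, with data.table 1.17.8, and the plots with matplotlib 3.10.9 in Python 3.11.15. A linear model with a mean for each of 3 groups was fitted to all 10 arrays (prior degrees of freedom 1.42), and the Benjamini-Hochberg adjustment ran over all probes. A probe was counted at an adjusted p under 0.05, or at the study's unadjusted p under 0.05, with a fold change of at least 1.5 in both cases, and across the 3 groups at an unadjusted p under 0.01. The methods' t-test, a Welch test on log2 values with fold changes from linear means, and the plain analysis of variance were run beside limma. The models were tested on simulated data with the spread of the real arrays, with 200 changed probes for TBI against control. After adjustment limma recovered 80.3% of the probes changed at least 4-fold in that comparison, and the methods' t-test 12% of all changed probes with 0 false calls. In the 2 other comparisons limma recovered 60% and 63% of 100 changed probes, with 1 and 3 false calls.

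Gene lists were tested with camera (preset correlation 0.01), and the clock genes with fry for change in either direction, with 1 probe per gene, the brightest over all arrays or for the genes of Table 3 the probe of Supplementary File 3, and an adjustment over all lists and comparisons. The lists were p53 targets, clock genes, acute phase genes, genes induced by fasting and by feeding, cell cycle genes, markers of T and B lymphocytes and of Kupffer cells, the genes of Table 3 and olfactory receptors. A mean over a list in each rat was compared between groups with an exact permutation test, whose smallest p is 0.1 for 3 rats against 3 and 0.0286 for 3 against 4. Named genes are those of Table 3, beta-actin and the members of the lists. For 2 comparisons the 5 eligible genes with the largest estimated rise and the 5 with the largest estimated fall are named too. Eligible genes had an adjusted p under 0.05, no overlap between groups and a signal well above background on all arrays of the brighter group. The groups, tests, lists, the rule for named genes and the alternatives were set before the data were examined, except where an alternative or a test is said to have been chosen after seeing the data.

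The alternatives were scaling to the 75th percentile, a normexp background correction with an offset of 50 on median pixel intensities, the deposited table of processed values, leaving out dim probes, a model with only the 2 groups compared, the methods' t-test, a trended and robust prior, blocks by replicate number and by slide, fold changes from linear means, and each rat left out in turn. The normexp correction had been set for mean pixel intensities, which the files do not hold. Of the genes of Table 3, 1 is not reported singly here. Not computed here were the enrichment of ontology terms and pathways, for which no gene sets were available, and the real-time PCR, the survival and the electron microscopy, which were not analysed here.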

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

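The 2 tests of MASM + TBI rat 4 and the estimated correlation among the Kupffer cell markers were chosen only after the result was seen, as were the tests of the slide by the position of MASM + TBI rat 3, of swapped arrays and of scale as the whole cause, and the normexp correction.

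Among the measures of the 4 MASM + TBI rats, the gap between a rat and its nearest neighbour exceeded 0.83 of the range of the group in 9 of 77 measures, where chance gives about 5 percent. MASM + TBI rat 4 stood apart in 4 of them. The gap was 0.878 for Gadd45b (8.96, nearest rat 10.58), 0.854 for Nr4a1 (5.97, nearest 11.03), 0.849 for Btg2 (10.80, nearest 12.61) and 0.837 for Zbtb16 (7.62, nearest 6.6). Without this rat the log2 fold change from TBI to MASM + TBI was -0.68 for Gadd45b, -0.50 for Nr4a1, -0.03 for Btg2 and 1.84 for Zbtb16 (adjusted p = 0.0763). A sample that had not been irradiated is argued against by the p53 targets, which in rat 4 lay 1.14 above the control mean, between the values of MASM + TBI rats 1 (1.12) and 3 (1.18). A weaker immediate-early response in that rat was tested on 14 other immediate-early genes, whose mean in rat 4 minus that of the 3 others was -1.72. Their mean above control was -0.54 in rat 4, 1.03 to 1.41 in the other MASM + TBI rats, 0.31 to 1.19 in TBI rats and -0.91 to 0.67 in control rats, with an exact permutation p = 0.2 for TBI against control. Without rat 4 the MASM + TBI rats lay 0.33 above the TBI rats. For the mean of these 14 genes, a weaker response to irradiation and a low level as in some control rats cannot be told apart. On that mean rat 4 lay within the spread of the control rats. For the single genes it did not. Rat 4 lay below every control rat in Nr4a1 (5.97, lowest control rat 7.33) and Gadd45b (8.96 and 9.59). It lay above every control rat in Btg2 (10.80, highest control rat 10.39) and Zbtb16 (7.62 and 7.35). Whether MASM, the hour or the handling of the rat lay behind the values of rat 4 was not tested. Zbtb16 is not among the immediate-early genes, and for it no explanation was tested.

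MASM + TBI rat 3, which shared slide 1 with the control rats, stood apart in Prkx (0.965, rat 3 at 7.04 and the nearest rat at 7.56), Cldn16 (0.928, 3.64 and 2.03), Tmem45b (0.849, 2.46 and 2.12) and Or52s1b (0.895, 3.05 and 2.03). MASM + TBI rat 1 stood apart in Map3k10 (0.958, 2.41 and 1.55). Apart from Prkx these probes were dim in the MASM + TBI rats, where the background limits the values. Without rat 3 the log2 fold change from TBI to MASM + TBI was -0.10 for Prkx, and for the 3 dim probes the adjusted p stayed under 0.05 (0.000776, 0.0156 and 0.00734). Without rat 1 that of Map3k10 gave an adjusted p = 0.0273. The slide was tested over all probes by the position of rat 3 on the line between groups. From the controls (0) to the other MASM + TBI rats (1) rat 3 lay at 0.592, and the other MASM + TBI rats lay at 0.634 to 0.735, which argues against the slide as the whole cause of the differences between MASM + TBI and control rats. From the TBI rats it lay at 0.548, and the others at 0.539 to 0.663, where an effect of the slide and of the group cannot be told apart because no TBI rat shared a slide with another group. For the single genes named here no biological explanation was tested.

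A signal that the paper did not analyse was the fall of cell cycle genes in TBI rats, with a mean log2 fold change of -2.23 and all 12 genes lower. It held in each alternative run, with an adjusted p of at most 0.0340, though the normexp correction shrank it to -0.73. A swap of arrays between control and TBI is argued against by the p53 targets, with a mean of 1.23 in the arrays labelled TBI. An error of scale between the arrays as the whole cause is argued against, since at the 75th percentile the genes fell by -2.15 beyond probes with the same signal in control rats, and 0 of 1000 sets of such probes drawn at random had a mean as low (lowest -0.90). MASM + TBI rat 3, on the slide of the control rats, had a mean of -1.88. The fall is in line with an arrest of division after irradiation, and fewer dividing cells of the blood in the liver could add to it. These were not told apart by a test.

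Markers of T and B lymphocytes fell in TBI rats by a mean log2 of -1.07 (adjusted p = 0.00758, 9 of 14 genes down, exact permutation p = 0.1, the smallest possible) and in MASM + TBI rats by -1.36 (adjusted p = 4.82e-07, 12 of 14 down, exact p = 0.0286). Between the irradiated groups the mean was -0.29 (adjusted p = 0.113), and -0.53 without TBI rat 1 (adjusted p = 0.00626) and -0.38 without MASM + TBI rat 1 (adjusted p = 0.0438). With the correlation among the markers estimated the first adjusted p = 0.257. Over the alternatives other than leaving out a rat it ranged from 0.00453 to 0.257. Without TBI rat 1 it was 0.0760, with a mean of -0.83. The normexp correction shrank the mean in TBI rats to -0.19, so that its size rests on how the background of dim probes is treated. Cd8b, Lck, Cd22, Cd5 and Blk were higher in TBI than in control rats, though none with an adjusted p under 0.05. A loss of lymphocytes from the blood in the liver and a lower expression per cell cannot be told apart, since the mean (-1.07) is the fall itself and the markers moved both ways.

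Acute phase genes rose in TBI rats by a mean log2 of 0.53 (adjusted p = 0.000291, 14 of 15 genes up), and in MASM + TBI rats by 0.39 (adjusted p = 0.00316, 13 of 15 up), with -0.14 between them (adjusted p = 0.0963, and 0.0294 without TBI rat 1 and 0.0237 without MASM + TBI rat 1). In TBI rats 1 to 3 the means were 0.21, 0.51 and 0.86 (exact permutation p = 0.1, the smallest possible). The adjusted p in TBI rats ranged from 6.64e-05 to 0.105, the latter with the correlation among the genes estimated. No technical explanation of its own was tested for this list, and inflammation after irradiation stays open and untested.

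Markers of Kupffer cells were lower in MASM + TBI than in TBI rats, with a mean log2 fold change of -0.68 (adjusted p = 4.88e-05) and 9 of 9 genes lower. Correlation among the markers of the list was tested by estimating it, which gave an adjusted p = 0.257, and fry gave 0.0782. The range was 1.44e-05 to 0.257 over the alternatives other than leaving out a rat, and 5.26e-07 to 0.00175 with 1 rat left out. The means in the rats gave an exact permutation p = 0.0571. The small first value is consistent with a spread that the markers share (0.257). Against control the mean was 0.41 in TBI rats (adjusted p = 0.0379, exact permutation p = 0.3) and -0.27 in MASM + TBI rats (adjusted p = 0.0885, exact p = 0.229). In both comparisons the rats overlapped. Over the alternatives the first adjusted p ran from 0.0138 to 0.554 and failed the threshold of 0.05 in 3 of 8. Leaving out control rat 1, TBI rat 2 or TBI rat 3 also took the first past 0.05 (adjusted p = 0.378, 0.346 and 0.105). Without control rat 1, TBI rat 1 or MASM + TBI rat 1 the second had an adjusted p = 0.00311, 0.0348 and 0.0309, with means of -0.46, -0.27 and -0.34. Whether MASM lowered the number of these cells was not tested.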

How the results depend on the processing

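Among the alternatives below, the normexp correction on median pixel intensities and the slide as a fixed block were chosen only after the result was seen.

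Scaling to the 75th percentile gave 7312 probes across the 3 groups (4317 with quantile normalization), 6968 adjusted and 10369 unadjusted probes for TBI against control (1845 and 5172), 5151 and 8669 for MASM + TBI against TBI (570 and 3270), and a share of genes not named with MASM of 72.2% (51.7%). The share of probes up went from 44.6% to 23.1% adjusted for TBI against control, and from 55.1% to 82.5% adjusted for MASM + TBI against TBI. It turned the mean of the olfactory receptors between TBI and control to -0.077. Over all probes the median log2 fold change from control to TBI was -0.03 with quantile normalization and -0.07 at the 75th percentile, and among probes well above background on no array -0.07 and -0.77. So the scaling lowers dim probes on the TBI arrays, and the cause of that difference between arrays was not tested here. MASM + TBI against control had 792 adjusted and 3250 unadjusted probes (965 and 3306).

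The normexp correction, an alternative chosen after seeing the data, gave 553 adjusted and 881 unadjusted probes for TBI against control, 455 and 749 for MASM + TBI against control, 79 and 350 for MASM + TBI against TBI, and a share of 24.5%. Its offset of 50 shrinks the fold changes of dim probes by construction. Without dim probes the unadjusted count for MASM + TBI against TBI was 2050 and the share 43.4%, with fewer probes tested. With only the 2 groups compared in a model the adjusted counts were 948 for TBI against control and 255 for MASM + TBI against TBI, from fewer arrays per model. The methods' t-test gave 10 adjusted and 2910 unadjusted probes for TBI against control, 28 adjusted for MASM + TBI against control, 3 adjusted and 1666 unadjusted for MASM + TBI against TBI, and 100 listed genes adjusted over the list alone. It does not share the spread among probes or groups, and the cause was not tested further.

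Numbers of the labels did not pair the rats, with an r across probes of -0.125 to 0.169 over 9 pairs of same-numbered rats (probes are not independent replicates). As a block they gave 1026, 298 and 22 adjusted probes in the 3 comparisons. The slide as a random block, with a correlation of -0.133, gave 7337 probes across the groups and 4084, 1806 and 1401 adjusted probes, and the slide as a fixed block, an alternative chosen after seeing the data, 525 adjusted probes for MASM + TBI against control, of which 71.6% rose, against 39.4% of the 965. For these the cause was not tested. By other rules the share was 60.2% (unnamed by p or fold change), 31.4% (also different in the direct comparison), 55.7% (probes) and 60.6% (adjusted p in both), which differ by construction. The deposited table of processed values was identical, so that it tests nothing. A trended and robust prior and fold changes from linear means moved none of the counts and shares they were run for by more than 1.5 times.

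With 1 rat left out, counts ranged from 3081 to 4941 across the groups, from 914 to 2315 adjusted and 4504 to 5488 unadjusted for TBI against control, from 462 to 1041 and 2820 to 3534 for MASM + TBI against control, and from 240 to 1081 and 2789 to 3866 for MASM + TBI against TBI. Adjusted counts moved by more than 1.5 times for TBI against control without control rats 1 (1187), 2 (1031) and 3 (914), for MASM + TBI against control without control rats 2 (462) and 3 (467) and MASM + TBI rats 1 (495) and 4 (575), and for MASM + TBI against TBI without TBI rats 1 (1075) and 3 (1081) and MASM + TBI rats 1 (240), 2 (270) and 4 (301). The share ranged from 47.6% (without control rat 1) to 55.0% (without MASM + TBI rat 1), with 47.8% without TBI rat 2, the listed genes adjusted over the list alone from 272 to 376, and the clustering ratio from 1.30 to 1.40. Fewer arrays were in each of these models, and the cause was not tested beyond that.

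Of the values of 153 single genes and comparisons under the settings above, 1414 stayed on their side of the threshold, 56 became stronger and 99 weaker, and with 1 rat left out 1404, 21 and 105. The balance of directions among adjusted probes turned from 44.6% up for TBI against control to 55.2% and 56.6% without TBI rats 2 and 3, and from 55.1% up for MASM + TBI against TBI to 36.4% with the replicate number as a block, 48.5% with the slide as a random block, and 36.3%, 41.0% and 35.9% without TBI rats 1, 2 and 3. By the methods' t-test, 60.0% of 10, 64.3% of 28 and 0% of 3 adjusted probes rose in the 3 comparisons, and 51.3% of the 1666 unadjusted probes for MASM + TBI against TBI, against 39.5% of the 3270. The gene lists stayed on their side in 193 cases, became stronger in 7 and weaker in 9, and reversed in 1, and with 1 rat left out these were 284, 12 and 4. The sign changed in 96 cases between values that failed the threshold. Signal over background limits what can be said of 10256 probes on no array, which give no fold change, and of groups in which a probe is dim, which give a bound.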

Differences from the paper's values

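Of 29 values of the paper that could be compared, 2 differ. A fold change of Table 3 was counted as different if it was more than 1.5 times away from the paper's and the gap exceeded the larger SD between rats, and by this rule 0 of 21 differ. Of these, Nr4a1 in MASM + TBI rats against control is more than 1.5 times away, with 3.83 in limma against 6.78 in the paper, within an SD between rats of 2.81 on the log2 scale, and fold changes from linear means give 6.58. For Cacna1s in TBI rats against control limma gives only a bound, of at least 1.71-fold, which the paper's 3.30 meets. The paper selects 2920 probes between radiation and control at an unadjusted p under 0.05 and a fold change over 1.5, and limma gives 5172 at the same threshold. Among the alternatives set before the data were examined, the value falls within 1.5 times the paper's with dim probes left out (3654) and by the methods' t-test (2910). It does not with scaling to the 75th percentile (10369), the deposited table of processed values (5172), 2 groups per model (4823), a trended and robust prior (5181), the replicate number as a block (5100), the slide as a random block (6527), fold changes from linear means (5183), or any 1 rat left out (4504 to 5488).

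The paper gives 414 genes as down-regulated by TBI, and limma gives 860 genes with a probe down. Only the methods' t-test (569) falls within 1.5 times the paper's value. The other alternatives set before the data were examined do not, with 2170 genes at the 75th percentile, 860 from the deposited table of processed values, 693 with dim probes left out, 840 with 2 groups per model, 859 with a trended and robust prior, 867 with the replicate number as a block, 1042 with the slide as a random block, 858 with fold changes from linear means, and 802 to 929 with 1 rat left out. The normexp correction, chosen after seeing the values, gives 255 genes down and 203 up, against the paper's 1031 up.

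By the paper's counts 28.7% of the genes changed by TBI are down, and limma gives 43.5% down, with 50.4% by the methods' t-test and 41.7% to 64.2% over the alternatives. In the part of Supplementary File 2 that was held, 58.8% of the probes are listed as down, and of its genes with a symbol 364 are up and 474 down.

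The paper describes all 13 genes of Table 3 as changed by TBI, and after adjustment limma gives 5 of them. Scaling to the 75th percentile gives 11, among them Fgf3, Myc, Gadd45b, Map3k10 and Cacna1s, and the slide as a random block gives 11, among them Fgf3, Myc, Gadd45b, Map3k10 and Prkx. The block by slide cannot separate the slide from TBI. Nr4a1 passes without MASM + TBI rat 4, where its adjusted p = 0.0172, and with the replicate number as a block, which also takes that rat out. Gadd45b passes in addition with 2 groups per model, with the replicate number as a block, without MASM + TBI rat 4, and with the normexp correction, which was chosen after seeing the values. With 1 rat left out pass also Fgf3 (without MASM + TBI rat 2 or 3), Map3k10 (without MASM + TBI rat 1), and Cacna1s and Prkx (without MASM + TBI rat 3). At an unadjusted p under 0.05 all 13 pass.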

Other observations

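The tests of falls among dim probes, of swapped arrays, of the slide, of scale as the whole cause, of a halved p53 response and of the arms of the clock, and the simulation around the mean of all irradiated rats, were chosen only after the result was seen.

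The TBI arrays had more spots well above background than the others (group medians 66.8%, against 58.3% and 58.8%) and a lower lowest signal (1.65 to 2.06, against 2.52 to 2.84 on control and 2.30 to 2.85 on MASM + TBI arrays). After quantile normalization the negative control spots had a median log2 difference of -0.12 between TBI and control and -0.00 between MASM + TBI and control, and at the 75th percentile -0.82 and -0.04. This is consistent with a lower floor that came with the slide or scan of the TBI arrays (-0.12). Falls made up 65.2% of the probes named between TBI and control that were well above background on no array, in line with that lower floor. Spike-in control spots differed by a median of -0.55 between TBI and control, in a range of -0.66 to 0.51 over spike-ins, and by -0.10 between MASM + TBI and control. In TBI rats 1 to 3 they lay at -0.02, -0.29 and -1.33, so that an error of scale in part and a change in the amount of RNA cannot be told apart, since the 3 arrays differ from each other. An error of scale would move probes of like brightness 1 way. Among probes well above background on all arrays it is argued against as the whole cause, since at the 75th percentile at least 37.7% of the adjusted calls went in the less frequent direction in each of 10 classes of brightness, and for dimmer probes it stays open.

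The column names under Figure 3 pair the control and TBI groups with the arrays the other way round, which would turn the sign of each value of TBI against control. Arrays swapped between control and TBI are argued against by the p53 targets, which were higher on the arrays labelled TBI (1.23). The p53 targets differed by -0.056 between MASM + TBI and TBI rats, too little to show or exclude a slightly smaller response with MASM, since the rats overlapped. A response halved by MASM is argued against, as the lowest MASM + TBI rat reached 0.908 of the mean rise in TBI rats. For the slide the position of MASM + TBI rat 3 was 0.592 from the controls and 0.548 from the TBI rats.

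Other splits of the rats argue against chance for the count across the 3 groups (1 of 100 splits drawn from 2100 as large, the real one). They do so too for the adjusted and unadjusted counts of MASM + TBI against control and of MASM + TBI against TBI. There 1 of 35 splits was as large in each case, the real one, which is the smallest share possible. The TBI rats were also all the rats of slide 2, so splits cannot tell an effect of that slide from an effect of TBI. For TBI against control the real split was also the only one as large (1 of 10, adjusted and unadjusted), with 1845 adjusted probes against at most 2 in the others, but 10 splits are too few for this test alone to exclude chance.

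The share of genes not named with MASM was at most 8.92% in simulated data with no effect of MASM around the TBI means. There the genes were named on the real TBI arrays that gave those means, so a low share is partly built in. Around the mean of all irradiated rats, with all groups drawn anew, it was at most 23.6%, which argues against noise at a threshold as the whole cause. Neither simulation held a difference between slides, so neither can tell an effect of the TBI slide from an effect of MASM. Selection was tested by the ratio of log2 fold changes, which had a median of 0.523 (MASM + TBI to TBI) among probes named for TBI and of 0.831 (TBI to MASM + TBI) among probes named for MASM + TBI. As each ratio is under 1 in the group not used for the choice, selection and a smaller response with MASM cannot be told apart by it for single genes. The fold changes of TBI and of MASM + TBI against the same controls had an r of 0.640 across probes (probes are not independent replicates), and simulated groups with no effect that shared controls had a median of 0.535 and at most 0.559, which argues against shared controls as the whole cause.

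The arms of the clock moved apart by 2.41 between TBI and control, which is consistent with a shift of phase or of the hour of sampling in the TBI rats, and the hour of each rat was not known here. Genes induced by fasting had a mean log2 fold change of 0.23 in TBI rats (adjusted p = 0.818, exact permutation p = 0.3) and 0.14 in MASM + TBI rats (adjusted p = 0.715, exact p = 0.486), and -0.09 between them (adjusted p = 0.403, exact p = 0.686). Genes induced by feeding had -0.33 (adjusted p = 0.403, exact p = 0.2), -0.17 (adjusted p = 0.974, exact p = 0.457) and 0.16 (adjusted p = 0.282, exact p = 0.543). The paper reports a reduced intake of food after TBI, and whether this shows in the liver RNA of these rats at 24 h stays open, since members of the fasting list moved both ways (0.23). Olfactory receptor probes were well above background on no array in 56.1% of cases, and since 34 rises were seen on all TBI arrays and no other array, a lower floor of those arrays and a real rise cannot be told apart for them.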
